# Genes associated with thermosensitive genic male sterility in rice identified by comparative expression profiling

**DOI:** 10.1186/1471-2164-15-1114

**Published:** 2014-12-16

**Authors:** Yufang Pan, Qiaofeng Li, Zhizheng Wang, Yang Wang, Rui Ma, Lili Zhu, Guangcun He, Rongzhi Chen

**Keywords:** Transcriptome profiling, TGMS, Male sterility transition, Meiosis stage

## Abstract

**Background:**

Thermosensitive genic male sterile (TGMS) lines and photoperiod-sensitive genic male sterile (PGMS) lines have been successfully used in hybridization to improve rice yields. However, the molecular mechanisms underlying male sterility transitions in most PGMS/TGMS rice lines are unclear. In the recently developed TGMS-Co27 line, the male sterility is based on co-suppression of a UDP-glucose pyrophosphorylase gene (*Ugp1*), but further study is needed to fully elucidate the molecular mechanisms involved.

**Results:**

Microarray-based transcriptome profiling of TGMS-Co27 and wild-type Hejiang 19 (H1493) plants grown at high and low temperatures revealed that 15462 probe sets representing 8303 genes were differentially expressed in the two lines, under the two conditions, or both. Environmental factors strongly affected global gene expression. Some genes important for pollen development were strongly repressed in TGMS-Co27 at high temperature. More significantly, series-cluster analysis of differentially expressed genes (DEGs) between TGMS-Co27 plants grown under the two conditions showed that low temperature induced the expression of a gene cluster. This cluster was found to be essential for sterility transition. It includes many meiosis stage-related genes that are probably important for thermosensitive male sterility in TGMS-Co27, *inter alia*: Arg/Ser-rich domain (RS)-containing zinc finger proteins, polypyrimidine tract-binding proteins (PTBs), DEAD/DEAH box RNA helicases, ZOS (C2H2 zinc finger proteins of *Oryza sativa*), at least one polyadenylate-binding protein and some other RNA recognition motif (RRM) domain-containing proteins involved in post-transcriptional processes, eukaryotic initiation factor 5B (eIF5B), ribosomal proteins (L37, L1p/L10e, L27 and L24), aminoacyl-tRNA synthetases (ARSs), eukaryotic elongation factor Tu (eEF-Tu) and a peptide chain release factor protein involved in translation. The differential expression of 12 DEGs that are important for pollen development, low temperature responses or TGMS was validated by quantitative RT-PCR (qRT-PCR).

**Conclusions:**

Temperature strongly affects global gene expression and may be the common regulator of fertility in PGMS/TGMS rice lines. The identified expression changes reflect perturbations in the transcriptomic regulation of pollen development networks in TGMS-Co27. Findings from this and previous studies indicate that sets of genes involved in post-transcriptional and translation processes are involved in thermosensitive male sterility transitions in TGMS-Co27.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1114) contains supplementary material, which is available to authorized users.

## Background

Hybridization is widely used to generate varieties of angiosperms with agriculturally or horticulturally desirable traits. For this, and to optimize hybrid seed production, knowledge of plants’ flowering and other reproductive processes is highly important, and plants with inducible male sterility can be particularly valuable [1, 2]. Analyses of mutants with perturbations of anther development, cloning and functional analyses of the genes involved, and transcriptional studies of key regulatory networks have elucidated many aspects of pollen development [3–8]. A key step is meiosis in the anther, which generates microspores that subsequently develop into mature pollen grains [9].

Hybridization has been particularly valuable for improving yields of the staple crop rice (*Oryza sativa* L.)[10]. For example, hybrid rice lines provide 15–20% higher yields than the best semi-dwarf inbred varieties used in China and elsewhere [11]. Currently, hybrid seeds are usually produced by the cumbersome three-line breeding system. This involves the use of cytoplasmic male sterile (CMS) lines for which limited numbers of appropriate maintenance and restoration lines are available [12]. However, photoperiod-sensitive and thermo-sensitive genic male sterile (PGMS and TGMS, respectively) lines have been recently developed, which allow simpler, cheaper, efficient, safe, two-line hybridization. No maintainer lines are required because PGMS/TGMS lines can serve as both sterile and maintainer lines under appropriate conditions, and negative effects due to sterile cytoplasm or use of cytoplasm from a single line are avoided [13]. Moreover, almost all normal rice strains can restore the fertility of F1 hybrids generated using PGMS/TGMS lines. Consequently, rice breeders can freely choose cross combinations that exhibit strong heterosis to breed super-hybrid rice varieties [14]. Therefore, the two-line system based on PGMS/TGMS lines is increasingly used for hybrid seed production [15].

Numerous researchers have explored the genetic bases of PGMS/TGMS lines and mapped various genes associated with their male sterility on different chromosomes [16–29]. Some of these genes have also been cloned. An example is the *pms3* gene encoding a 1,236-base long noncoding RNA (lncRNA) in the PGMS line NK58S, described as a long-day–specific male-fertility–associated RNA (LDMAR) [30]. Another is *p/tms12-1*, which encodes a small (21-nucleotide) noncoding RNA sequence [31]. It confers PGMS and TGMS in the japonica and indica rice lines NK58S and Peiai 64S (PA64S, derived from NK58S), respectively [31]. A new photoperiod-sensitive genic male sterile line carrying a mutation in the *carbon starved anther* (*CSA*) gene, a R2R3 MYB transcription factor that regulates pollen development, has been subsequently created [32]. Recently, *thermosensitive genic male sterile 5* (*TMS5*) was cloned in AnnongS-1 (AnS-1) [33]. Mutation of this gene causes the TGMS trait through a loss of RNase Z^S1^ (the short-form of RNase Z) function [33]. RNase Z^S1^ can process the mRNAs of *Ub*_*L40*_ (*ubiquitin fusion ribosomal protein L40*), whose over-accumulation causes defective pollen production and male sterility [33]. However, the molecular regulation of the sterility transitions in these lines is not well understood.

We have previously shown that Co27 (renamed TGMS-Co27 here) is a new type of TGMS rice line. A UDP-glucose pyrophosphorylase gene (*Ugp1*) is cosuppressed in the line by over-expression of a *Ugp1*-derived construct in an H1493 background [34]. In the cited study we also showed that UGPase protein accumulated in TGMS-Co27 florets at low temperature, and that the sterility transitions of this line involve temperature-sensitive splicing. However, details of the molecular mechanisms involved are unknown. Therefore, in this work, we compared transcriptomic profiles of meiosis-stage inflorescences in TGMS-Co27 and wild-type (H1493) plants grown at high and low temperatures. The detected differences in expression profiles provide new insights into plants’ responses to temperature changes during reproductive growth and the regulatory networks underlying pollen development in general. In addition, the observed expression profiles of some genes indicated that they are involved in the male sterility transition in TGMS-Co27. Our results represent a source of reference data that should be useful when analyzing the molecular mechanisms underpinning sterility transitions in other PGMS/TGMS rice lines.

## Methods

### Plant materials and growth

Two rice lines were used in this study: the transgenic line TGMS-Co27 and the wild-type japonica variety Hejiang 19 (H1493).

For high temperature cultivation, TGMS-Co27 and H1493 plants were germinated on May 5, grown on May 8 and transplanted on June 3 in an experimental field at Wuhan University Institute of Genetics (Wuhan, China; 30.54°N, 114.36°E). For low temperature cultivation, TGMS-Co27 and H1493 plants were germinated on November 15, grown on November 18 and transplanted on December 12 in a paddy field at Lingshui (18.48°N; 110.02°E), Hainan province. This is a region of southern China that is suitable for growing rice in the winter. All experimental materials were transplanted in the fields with 16.7 cm spacing between plants within rows and 26.7 cm spacing between rows. Meiosis-stage inflorescences of randomly selected plants grown at high and low temperatures were harvested in July and January, when the daily average temperature was 28 and 20°C, respectively, and the photoperiod was 13.5-14 h and 12–12.5 h, respectively.

### RNA isolation and microarray analysis

During the meiosis stage, when florets were 2–3 mm long [35, 36], inflorescences were harvested from both lines under both sets of conditions. Total RNA was isolated using an RNAiso Plus kit (Taraka) following the manufacturer’s recommendations. The transcriptomic profiles of the florets were then explored using standard Affymetrix instruments, protocols and software (obtained from ShanghaiBio Corp.). More specifically, the signal intensities for each probe set on the generated GeneChip microarrays were detected with a GeneChip® Scanner 3000. The raw signals were then analyzed with GeneChip Operating software, with quantile normalization using MAS 5.0 to standardize the distribution of probe intensities for each array in compared sets.

### Microarray data analysis

All transcriptomic data from samples of three biological replicates of both lines grown under both conditions were analyzed by Principal Component Analysis (PCA) using the SBC Analysis System (http://www.ebioservice.com/) and hierarchical clustering (HCL) using MultiExperiment Viewer (Version 4.0). Differentially expressed gene (DEG) analysis was performed using the limma package [37] with fold-change and probability criteria of ≥ 2.0 and < 0.05, respectively. Heatmaps were then constructed using Genesis (Version 1.7.6).

Gene ontology (GO) annotations of detected DEGs were downloaded from the US National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov), UniProt (http://www.uniprot.org), and GO (http://www.geneontology.org). The elim Fisher algorithm was used to iteratively remove genes mapped to significant GO terms from more general (higher-level) GO terms and and thereby ensure that the former were not overshadowed by the latter [38]. Gene ontology categories with P values < 0.01 were selected.

### Quantitative RT-PCR (qRT-PCR) and semi-quantitative RT-PCR

Total RNA samples (1 μg) from meiosis-stage florets were treated with DNase I (Fementas) and used to synthesize cDNA with oligo(dT) primers and a RevertAid™ First Strand cDNA Synthesis Kit (Fermentas), following the manufacturer’s recommendations. The cDNAs were then amplified by Real-time quantitative PCR (qPCR) using a BioRad CFX96 Real-Time System and SYBR Green PCR Master Mix (Applied Biosystems). Expression levels of all detected sequences were normalized to those of the housekeeping genes *β-actin*, *UBQ5* and *SDHA*. Relative fold expression changes of genes, between lines and conditions, were calculated using the Pfaffl method [39]. Semi-quantitative RT-PCR analysis was performed using a temperature program involving initial denaturation at 94°C for 2 min, followed by an appropriate numbers of cycles (for linear amplification) of 94°C for 30 sec, 55°C for 30 sec and 72°C for 2 min, and then a final extension at 72°C for 10 min. Takara EX Taq™ polymerase was used in all semi-quantitative RT-PCR reactions. The amplified PCR products were resolved by electrophoresis in 1% agarose gels. The RT-PCR products were sequenced to ensure that they were derived from the targeted genes. Primers used in the PCR experiments are listed in Additional file 1.

### RNA gel blot analysis

Total RNA was separated on a denaturing 1.5% formaldehyde agarose gel. Loading of equal amounts of RNA was confirmed by ethidium bromide staining. The RNA was transferred to a Hybond N*+* membrane (Amersham Pharmacia Biotech). *Ugp1* ORF was amplified as probe which was labeled with [α-^32^P]dCTP using the Prime-a-Gene labeling system (Promega), and the membrane was hybridized for at least 10 h at 65°C with the labeled probes. The resulting blots were washed for 15 min at 65°C in 1 *×* SSC and 0.2% SDS followed by 15 min at 65°C in 0.5 × SSC and 0.1% SDS. The membrane was then exposed to storage phosphor screens (Amersham Biosciences), and the hybridization signals were detected using a Typhoon PhosphorImager (Amersham Biosciences).

### Protein extraction and gel blot analysis

Proteins were extracted from meiosis-stage florets, electrophoretically separated and electroblotted. They were then probed immunologically as previously described [34], except that the secondary antibody was goat anti-rabbit IgG (diluted 1:7500 in TBS-T and 1% BSA) conjugated to horseradish peroxidase (HRP). Signals were subsequently quantified by chemiluminescentce using the WBKLS0500 Immobilon Western HRP Substrate (Millipore, USA), BioMax MR X-ray films (Kodak, USA) and a GS-800 scanner (Bio-Rad Laboratories, CA, USA) operated in transmission mode following the manufacturers’ instructions.

### Gene co-expression network analysis

Gene co-expression network analysis was performed to track interactions among the identified DEGs according to their normalized signal intensities in our microarrays. Pearson correlation analysis was applied to each pair of genes and significantly correlated pairs (i.e. Pairs with absolute Pearson correlation coefficients > 0.99) were used to construct the network [40]. In addition, to identify key regulatory genes in the networks, k core-scoring was performed to facilitate subsequent graph topology analysis [41, 42]. The k core-score of a given gene indicates its hub or nodal status with respect to *k* other genes in a network [41, 42]. The genes with the highest k core-scores and degrees of connection were thus identified as “key regulatory genes” in the generated network [43].

## Results and discussion

### Phenotypes and *OsUgp1*expression in TGMS-Co27 and H1493 lines

We previously found that high temperature induces male sterility in TGMS-Co27 by *Ugp1* cosuppression mediated by over-expression of a construct encoding aberrant *Ugp1* transcripts containing the *Ubi1* intron [34]. In the cited study we also found indications that this line’s fertility is restored at low temperature by RNA splicing, which yields *Ugp1* transcripts, albeit at lower than wild-type levels [34]. Accordingly, in the present study TGMS-Co27 was completely male sterile under natural summer conditions in Wuhan but fertile in winter in Lingshui (i.e. the “high temperature” and “low temperature” growth conditions, respectively, as described in the *Materials and methods* section; Figure 1A). In contrast, the wild type line (H1493) was fertile under both conditions (Figure 1B).

**Figure 1:**
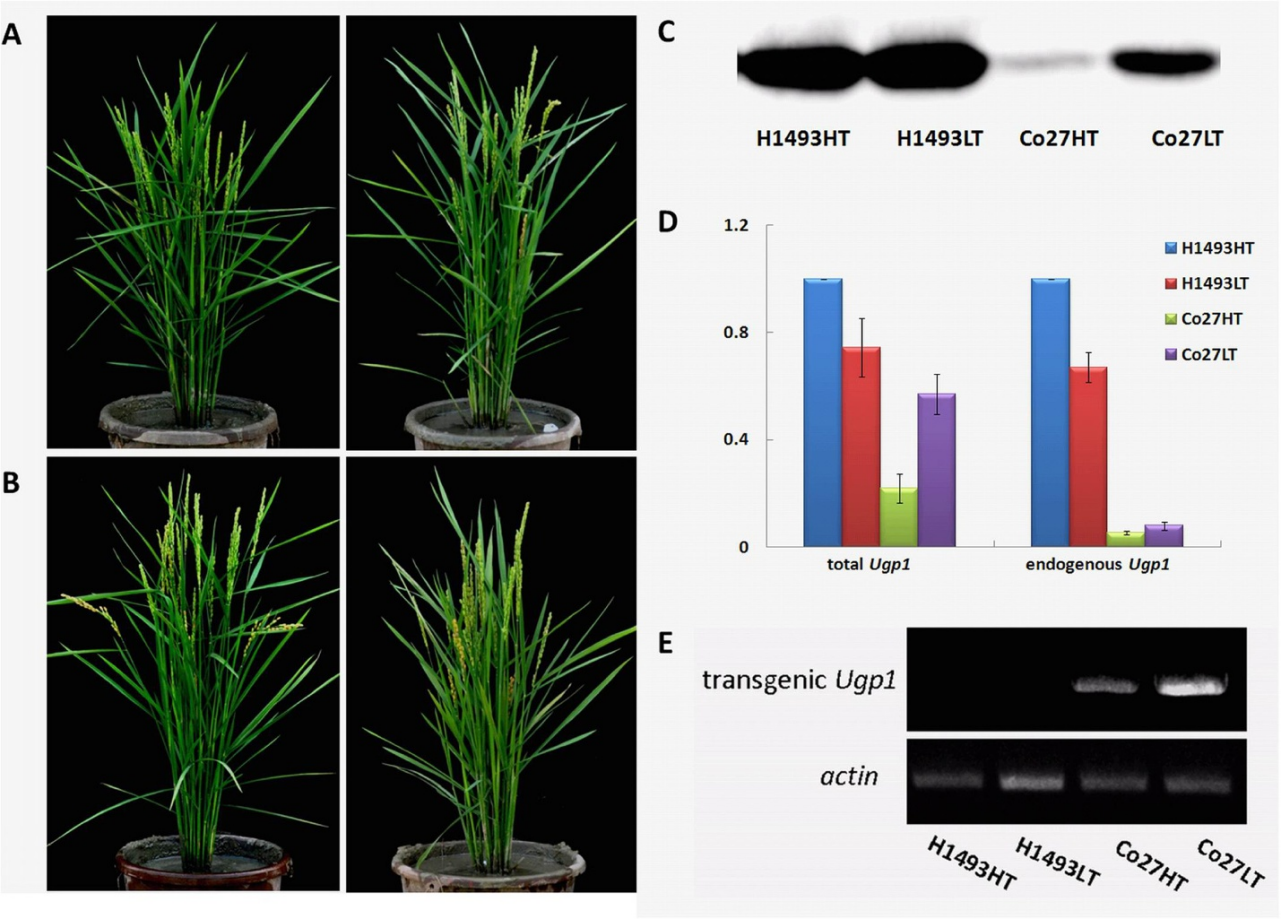
**Phenotypes and** ***OsUgp1*** **expression of H1493 and TGMS-Co27 plants grown at high and low temperature. A**. Phenotypes of TGMS-Co27 plants grown at high temperature (left) and low temperature (right). **B**. Phenotypes of H1493 plants grown at high temperature (left) and low temperature (right). **C**. Results of Western blotting analysis of the abundance of UGPase proteins in florets of H1493 and TGMS-Co27 plants grown at high temperature and low temperature. **D**. Results of qPCR analysis of *OsUgp1* gene expression in the florets. Total *Ugp1* mRNAs include endogenous and transgenic *Ugp1* mRNAs. **E**. Semi-quantitative RT-PCR analysis of the expression of the correctly spliced transgenic *Ugp1* mRNAs. The presence of equal quantities of template in each reaction was verified by amplifying a constitutively expressed actin. H1493HT and H1493LT refer to H1493 plants grown at high temperature and low temperature, respectively. Co27HT and Co27LT refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively.

Western blotting indicated that fertility reversion at low temperature in TGMS-Co27 is due to accumulation of UGPase protein in florets (Figure 1C). We designed PCR primers targeting the 3’ untranslational region and the open reading frame (ORF) of the *Ugp1* gene to detect endogenous *Ugp1* transcripts and total *Ugp1* transcripts (including endogenous and transgenic *Ugp1* transcripts), respectively. Our qRT-PCR analysis indicated that transcription of the endogenous *Ugp1* was strongly suppressed in TGMS-Co27 florets under both growth conditions. In contrast, expression of total *Ugp1* mRNA was higher at low temperature than at high temperature (Figure 1D). We also designed PCR primers to detect the correctly spliced transgenic *Ugp1* transcripts by amplifying the sequence between the exon of the *Ubi1* promoter and the termination codon of *Ugp1* (Figure 1E). More correctly spliced transgenic *Ugp1* transcripts were accumulated in TGMS-Co27 plants at low temperature than at high temperature. By combining the results of these genetic analyses, we were able to show that the slightly higher expression of total *Ugp1* mRNA in TGMS-Co27 under low temperature conditions is caused by the correctly spliced transgenic *Ugp1* mRNAs. These results are consistent with previous findings [34]. We also unexpectedly detected a slight increase in the expression of total *Ugp1* mRNA in TGMS-Co27 under both conditions. This might be partly due to artefacts arising from partial reverse transcription of longer-than-full-length transcripts and RNA degradation intermediates that were detectable by qRT-PCR but not by semi-quantitative RT-PCR. In accordance with previous studies, the abundance of correctly spliced *Ugp1* mRNAs in TGMS-Co27 florets remained low under both growth conditions and these mRNAs could not be detected by northern blot analysis (Additional file 2: Figure S1) [34]. These findings indicate that both temperature-sensitive splicing and translational regulation may be important for fertility reversion in TGMS-Co27 plants. To identify genes involved in the fertility reversion process, we used Affymetrix microarray analysis to construct transcriptome profiles of florets of both lines grown under both conditions by Affymetrix microarray analysis. Meiosis-stage inflorescences were used for this because pollen mother cells (PMCs) of TGMS-Co27 plants begin to degenerate at this stage [34]. Samples from H1493 plants grown at high temperature, TGMS-Co27 plants grown at high temperature, H1493 plants grown at low temperature and TGMS-Co27 plants grown at low temperature were named H1493HT, Co27HT, H1493LT and Co27LT, respectively.

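Florets 2 to 3 mm long were taken at the meiosis stage from TGMS-Co27, the transgenic line in which Ugp1 is cosuppressed, and from the wild-type variety H1493. Plants at high temperature grew at a daily average of 28°C under 13.5 to 14 h of light, and plants at low temperature grew at 20°C under 12 to 12.5 h, at another site and in another season. Each of the 4 groups had 3 biological replicates, and RNA of each sample was hybridised to its own Affymetrix rice array, which gave 12 arrays. The authors deposited a log2 signal per probe set, and on every array the linear signals have a 2% trimmed mean of about 500. After 123 control probe sets were left out, 57258 probe sets remained, of which 22436 carry exactly 1 gene in the array's annotation. A linear model with a mean per group was fitted to all 12 arrays with limma, and the paper's threshold of a fold change of at least 2 at an unadjusted p under 0.05 was applied. Adjusted p-values are from the same fit after Benjamini-Hochberg correction over all 57258 probe sets, and named genes are called higher or lower from these. The line-by-temperature interaction is the log2 difference between Co27LT and Co27HT minus that between H1493LT and H1493HT. A named probe set with a mean log2 signal under 6 in both groups compared is called dim. In counts and shares of probe sets, dim means a mean log2 signal under 6 over all 12 arrays, and the others are bright. Temperature, day length, site and season differ together between the high- and low-temperature groups and cannot be told apart. The number of arrays, 3 per group, limits the precision of every group mean.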

### Global analysis of the microarray data

Our microarray experiments identified a total of 57,258 probe sets expressed in at least one of the four sets of samples. 

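Ugp1, which encodes UDP-glucose pyrophosphorylase, the stamen and lodicule identity gene SPW1 and the meiotic genes MER3 and MSH5 were called present on all 12 arrays. In H1493HT their mean log2 signals were 13.40 ± 0.04 for Ugp1, 13.41 ± 0.08 for SPW1, 6.93 ± 0.40 for MER3 and 9.47 ± 0.20 for MSH5 (SD, n = 3). Among the 57258 probe sets, 21050 were called present on every array and 33474 on at least 1 array by the authors' detection calls. The other 23784 (41.5%) were never called present, and 24891 (43.5%) had a mean log2 signal of at least 6 over the 12 arrays. CP1, C6 and HSP21.9 are examples of list members called present on 4, 4 and 1 of the 12 arrays.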

For quality control, we compared expression files obtained for all of the samples by PCA to ensure that samples representing plants of the same lines grown under the experimental conditions were similar (Figure 2A). 

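The arrays were separated first by growth condition and then by line. On the first principal component, which held 24.1% of the variance over all probe sets, the high-temperature samples lay between -131.8 and -94.6 and the low-temperature samples between 97.2 and 131.3. On the second component (8.90%), H1493HT lay between 61.1 and 107.3 and Co27HT between -93.5 and -65.5, while H1493LT lay between -0.96 and 69.9 and Co27LT between -61.6 and -41.1. With only probe sets of a mean log2 signal of at least 6, the shares were 75.8% and 8.13%. The median correlation between arrays of the same group was 0.926, between lines at the same temperature 0.923 and between temperatures within a line 0.900. Over the brighter probe sets these were 0.987, 0.976 and 0.880. These correlations are across probe sets, which are not independent replicates.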

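Divided into 2 branches, the tree of the 12 samples put H1493HT and Co27HT on one side and H1493LT and Co27LT on the other, with either of 2 distances. Divided into 4 branches, it returned the 4 groups when probe sets with a mean log2 signal of at least 6 were used. Over all probe sets, the 4 branches held H1493HT, Co27HT split over 2 branches, and H1493LT together with Co27LT. Both 1 minus the Pearson correlation with average linkage and the Euclidean distance with complete linkage gave these groups.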

Hierarchical clustering (HCL) of the data also indicated clear separation of samples representing different lines and different growth conditions (Figure 2B). 

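Between the lines at high temperature, 1499 probe sets were higher and 1082 lower in Co27HT than in H1493HT, 2581 in all, standing for 545 genes named in the annotation. Between the lines at low temperature, 1198 were higher and 1089 lower in Co27LT than in H1493LT, 2287 in all, for 605 genes. Between temperatures, 4652 were higher and 5763 lower in Co27LT than in Co27HT, 10415 in all, for 4598 genes, and 3779 were higher and 4858 lower in H1493LT than in H1493HT, 8637 in all, for 3954 genes. After Benjamini-Hochberg adjustment in limma, 376, 401, 8216 and 6629 probe sets passed with a fold change of at least 2 in these 4 comparisons. Dim probe sets made up 87.5% and 82.1% of those past the unadjusted threshold between the lines, at high and at low temperature, and 41.2% and 41.9% of those between temperatures in TGMS-Co27 and in H1493. The share of higher probe sets depended on the scaling of the arrays. In Co27LT relative to Co27HT it was 44.7% as deposited and 65.0% (7155 of 11012) with each array centred on its median, in H1493LT relative to H1493HT 43.8% and 58.9%, and in Co27HT relative to H1493HT 58.1% and 47.7%. In the brighter probe sets alone, 3401 were higher and 2735 lower in Co27LT than in Co27HT.

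**Figure D1:**
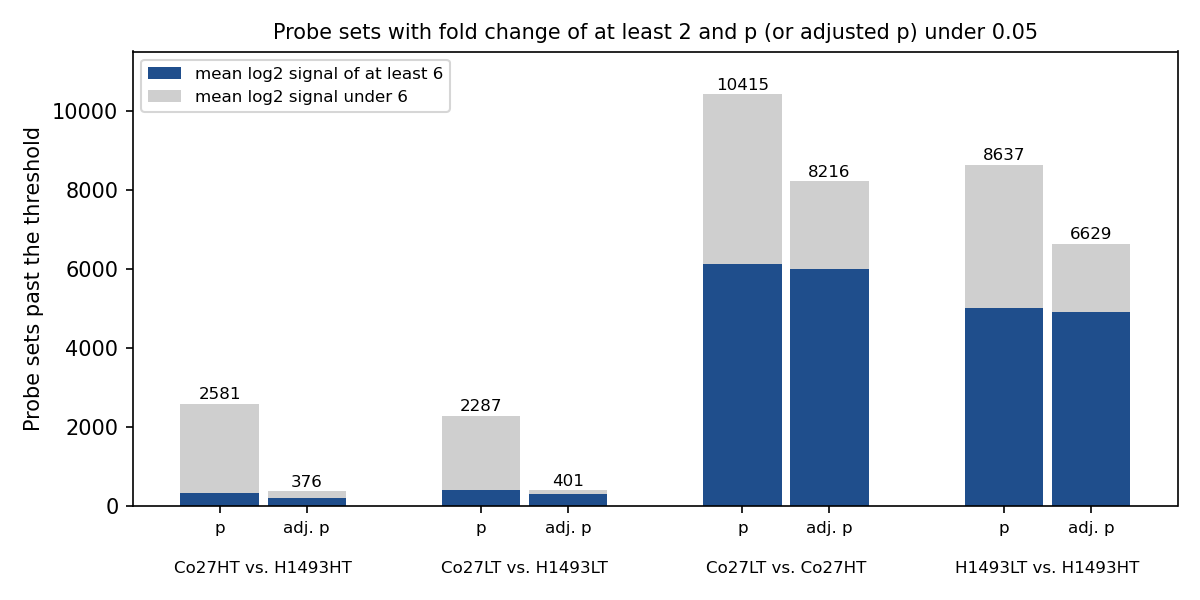
Probe sets with a fold change of at least 2 between groups, at an unadjusted p or an adjusted p under 0.05 (limma, 3 arrays per group). Blue, bright probe sets, with a mean log2 signal of at least 6 over all arrays of all groups. Grey, dim probe sets, with a mean under 6 over the same arrays.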

Comparisons of the Co27HT vs. H1493HT, Co27LT vs. H1493LT, Co27LT vs. Co27HT and H1493LT vs. H1493HT datasets detected 2581, 2287, 10415 and 8637 probe sets representing 1054, 1017, 6292 and 5339 DEGs with a fold-change (FC) ≥ 2.0 and p-value < 0.05. These observations clearly indicate that the differences between the two growth conditions affected global gene expression more strongly than the genetic differences between the two lines in our four sets of samples. This is consistent with previous findings that temperature affects the expression of far more genes (thousands) than male sterility mechanisms mediated by a single dominant gene (hundreds) [7, 8, 44, 45].

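Many probe sets changed with temperature in both lines. Past the adjusted threshold, 2175 were higher at low temperature in TGMS-Co27 and in H1493, where independent lists of these sizes would share 215.7, and 2367 were lower in both, where 260.6 would be shared. Among the largest of these changes, the DnaK family gene LOC_Os03g16860 was higher by 3.26 (adjusted p = 1.1e-06) in TGMS-Co27 and 3.67 (adjusted p = 8.4e-07) in H1493 on the log2 scale. BC1L9, a COBRA family gene of cell wall formation, was higher by 7.08 (adjusted p = 2.4e-07) and 4.46 (adjusted p = 3.3e-06). The auxin-repressed protein gene LOC_Os09g26620 had log2 fold changes of -4.25 (adjusted p = 1.4e-08) in TGMS-Co27 and -4.22 (adjusted p = 5.4e-08) in H1493, and the peroxidase gene LOC_Os06g35520 had -5.15 (adjusted p = 5.8e-07) and -4.82 (adjusted p = 1.2e-06). Across all probe sets the log2 fold changes of both lines had a Pearson correlation of 0.50 (Spearman 0.48), and 0.90 across those with a mean log2 signal of at least 6. Probe sets are not independent replicates, and the 2 comparisons share no array. From the larger numbers between temperatures than between lines, the paper concludes that the growth conditions affected gene expression more strongly than the genetic difference.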

**Figure 2:**
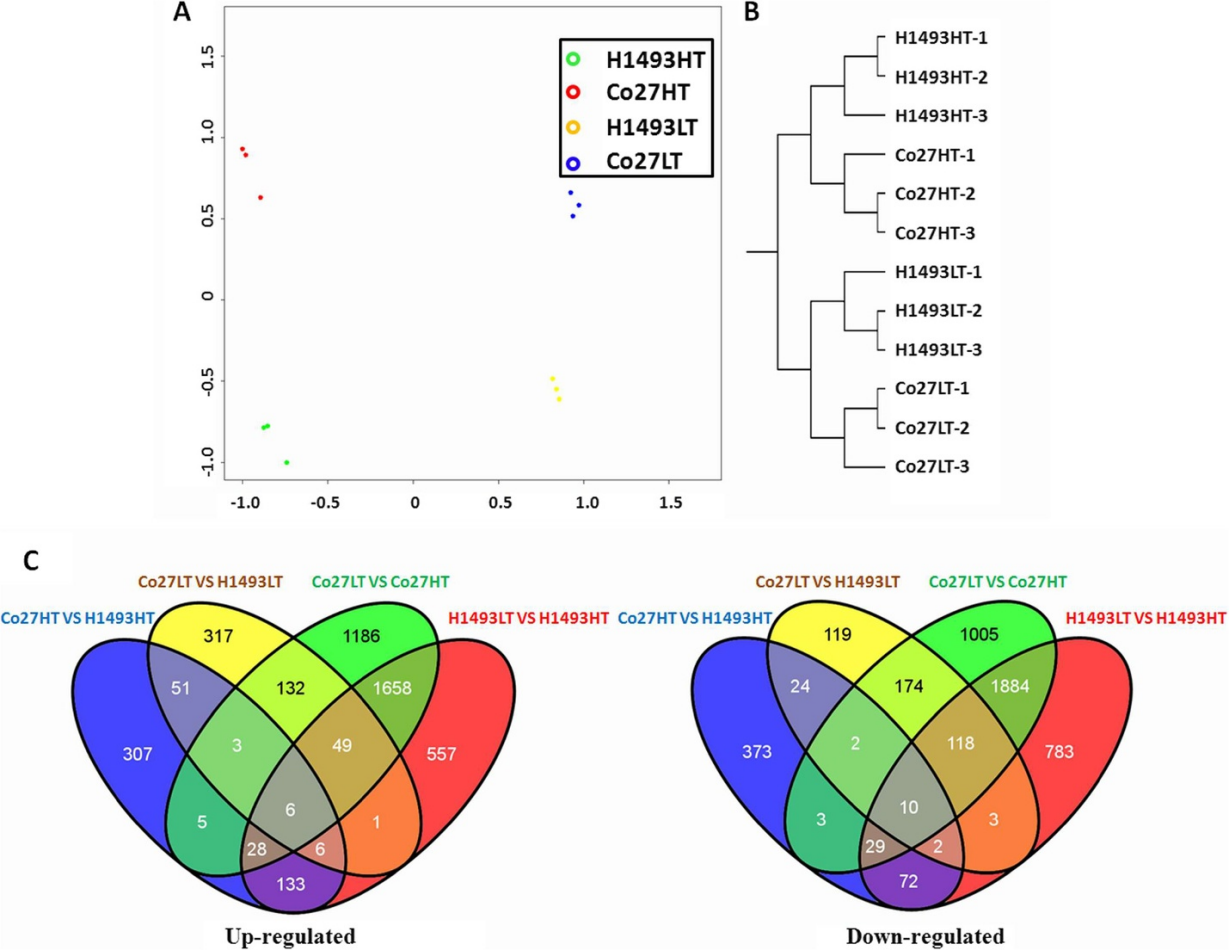
**Global analysis of microarray data.** Figures **A** and **B** show the high reliability and reproducibility of the data. **A**. Principal component analysis (PCA) score plots, and **B**. hierarchical clustering (HCL) of the samples. **C**. Venn diagram of expression profiles of differentially expressed genes (up-regulated and down-regulated) detected in the microarray analysis. The sample names are the same as those in Figure 1C.

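Few genes differed between the lines at both temperatures. JAZ2, a repressor of jasmonate signalling, was higher in TGMS-Co27 by 4.51 (adjusted p = 0.0002) at high and 5.43 (adjusted p = 3.9e-05) at low temperature on the log2 scale. The loci LOC_Os04g02490 and LOC_Os03g43100, of unnamed function, were higher by 6.76 and 6.30 at high temperature and by 8.79 and 6.14 at low temperature (adjusted p at most 0.0002). In all, 60 probe sets passed the adjusted threshold in both line comparisons: 41 higher in both, 13 lower in both and 6 in opposite directions. Independent lists of these sizes would share 0.66 higher and 0.58 lower probe sets. Another 316 passed at high temperature only and 341 at low temperature only, without a test of the difference. At the unadjusted threshold, 133 probe sets were higher and 79 lower in TGMS-Co27 at both temperatures, where unchanged groups simulated at the same noise shared 51.7 and 57.6. The H1493 signals of JAZ2 at both temperatures, and of both loci at low temperature, were dim, so these differences are not exact sizes. With only the 6 arrays of Co27HT and H1493HT in the fit, JAZ2 at high temperature has an adjusted p over 0.05.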

The expression status of the DEGs are illustrated in the Venn diagram shown in Figure 2C. Details of the included DEGs are provided in Additional files 3.

### DEGs between TGMS-Co27 and H1493 at high temperature

To elucidate the gene network regulating the temperature-inducible male-sterility of TGMS-Co27, we first examined the 1054 genes that were differentially expressed in TGMS-Co27 and H1493 grown at high temperature (Co27HT vs. H1493HT). 

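Heat shock protein HSP16.9A and the nicotianamine synthase gene NAS3, which makes a chelator of iron, were among the genes higher in Co27HT than in H1493HT, by 1.71 (adjusted p = 0.007) and 2.06 (adjusted p = 0.00012) on the log2 scale. Genes lower in Co27HT included the splicing factor gene U2AF35A at -1.74 (adjusted p = 0.00014) and PORA, a protochlorophyllide reductase of chlorophyll synthesis, at -1.33 (adjusted p = 0.00022). By genes with a name in the annotation, 250 were higher and 297 lower at the paper's threshold. After adjustment, 147 probe sets were higher and 229 lower, and among probe sets with a mean log2 signal of at least 6, 115 were higher and 219 lower. With only the 6 arrays of these groups in the fit, HSP16.9A, U2AF35A and PORA have an adjusted p over 0.05.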

There was no significant difference between the numbers of up-and down-regulated genes in Co27HT relative to H1493HT. The functions of the genes exhibiting differential expression between the two lines were investigated by assigning Gene Ontology (GO) categories and enrichments to the up- and down-regulated DEGs (Figure 3; Additional file 4). 

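JAZ2 and JAZ13, both repressors of jasmonate signalling, differed in opposite directions between Co27HT and H1493HT. The signal of JAZ2 was 8.97 ± 0.17 in Co27HT and 4.45 ± 0.60 in H1493HT, which is dim (mean log2 ± SD, n = 3). JAZ13 had -1.74 (standard error 0.13, adjusted p = 0.00045) on the log2 scale. Of 23 measured genes of jasmonate signalling, these were the 2 past the adjusted threshold (2 higher and 1 lower when adjusted over the list alone), and of 5 genes of jasmonate synthesis, among them AOS1 at 0.19 (adjusted p = 0.39), none passed. Against all other probe sets, camera gave an adjusted p of 0.27 for signalling and 0.26 for synthesis. Among stress genes, 1 of 26 heat shock protein genes was higher and 1 lower, with a camera adjusted p of 0.76. PBZ1, a pathogenesis-related gene, was higher by 1.01 (adjusted p = 0.019), a call that ends when single arrays are left out. With only the 6 arrays compared, JAZ13 has an adjusted p over 0.05. The GO terms themselves were not analysed here.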

Based on the assigned GO terms, genes involved in developmental processes (including transmitting tissue development and aging), cellular processes involved in reproduction, responses to stimuli (e.g. responses to endogenous stimuli, detection of external stimuli and responses to herbivores), jasmonic acid (JA)-mediated metabolic processes and secondary metabolic process were enriched in the up-regulated genes. These findings indicate that the absence of normal anther development induces genetic buffering mechanisms via activation of development-, reproduction- and stress-related genes in the male sterile line. The involvement of JA-associated genes is consistent with expectations because in addition to responses to biotic and abiotic stresses, JA also plays pivotal roles in reproduction [46]. Mutants with lesions in various JA biosynthetic enzymes have been shown to be male sterile and defective in pollen maturation and release [47, 48]. In contrast, enrichment of genes involved in many other biological processes (including sporopollenin biosynthesis, pollen wall assembly, pollen exine formation and callose deposition in cell walls) was detected in the repressed sets of genes. These processes are mainly related to pollen development (Additional file 2: Table S1; Additional file 5). 

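Of the 6 genes of Table S1, Ugp1 and a pair of others were lower in Co27HT than in H1493HT after adjustment. UGP2 (LOC_Os02g02560), the second UDP-glucose pyrophosphorylase gene, had -1.39 (standard error 0.28, adjusted p = 0.038) on the log2 scale. The chalcone and stilbene synthase gene LOC_Os07g22850, dim in both groups, had 5.83 ± 0.32 in H1493HT and 2.43 ± 0.61 in Co27HT (mean log2 ± SD, n = 3, adjusted p = 0.012). The glycosyltransferase gene LOC_Os01g48440, the dihydroflavonol reductase gene LOC_Os01g03670 and the dim callose synthase gene LOC_Os06g08380 had adjusted p = 0.27, 0.26 and 0.28. MADS14, a floral meristem identity gene, had -1.12 (adjusted p = 0.017) on 1 probe set, while a brighter probe set of this gene did not pass. Of 27 listed genes of the tapetum and pollen wall, 12 were measured, and LOC_Os07g22850 is not among them. Of the 12, none passed over all probe sets and 1 was lower when adjusted over the list alone (camera adjusted p = 0.985). CYP703A3, a sporopollenin enzyme, had -1.10 (adjusted p = 0.061) and TDR, a tapetum transcription factor, 0.15 (adjusted p = 0.75). The calls of UGP2 and MADS14 end when some single arrays are left out, and that of LOC_Os07g22850 ends with only the 6 arrays compared.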

UGPase is a key enzyme in carbohydrate metabolism, playing crucial roles in cell wall biosynthesis and callose deposition in cell walls [49]. It also plays a major role in pollen formation and maturation [49], as PMCs and meiotic tetrads are surrounded by callose before meiosis and the formation of the pollen grain wall, respectively [50]. Our microarray, qPCR, northern blotting and western blotting analyses demonstrated that the expression of *Ugp1* (*LOC_Os09g38030*) was much weaker in Co27HT than in H1493HT. Therefore, the expression of these pollen development-related genes may be influenced by low *Ugp1* expression levels. These findings indicate that the anther development regulation network is perturbed in TGMS-Co27 at high temperature.

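Ugp1 (LOC_Os09g38030) had a mean log2 signal of 13.40 ± 0.04 in H1493HT and 11.40 ± 0.04 in Co27HT (SD, n = 3), and it fell by 2.01 on the log2 scale between them (standard error 0.07, adjusted p = 4.5e-06). At low temperature the signal was 13.61 ± 0.03 in H1493LT and 12.89 ± 0.03 in Co27LT (SD, n = 3), a log2 fold change of -0.72 (standard error 0.07, adjusted p = 0.0015). Within TGMS-Co27, Ugp1 was higher at low temperature by 1.49 (standard error 0.07, adjusted p = 1.2e-06), and within H1493 the log2 fold change was 0.21 (standard error 0.07, adjusted p = 0.075). The difference between these temperature responses was 1.29 (standard error 0.10, adjusted p = 0.0011). TGMS-Co27 carries a Ugp1 transgene, and whether this probe set tells endogenous from transgenic Ugp1 RNA was not examined. By qRT-PCR, the paper found endogenous Ugp1 RNA strongly reduced in TGMS-Co27 in either condition. Total Ugp1 RNA, with the transgenic part, it found slightly increased, and more abundant at low temperature. The paper calls this increase unexpected and proposes that artefacts might be part of it. It also reports that correctly spliced Ugp1 mRNA stayed low in TGMS-Co27 in either condition and escaped northern blotting. The probe set may also detect transgenic RNA. The array signal in Co27LT therefore cannot be taken as a measure of the endogenous gene alone. The sucrose synthase gene SUS4 had log2 fold changes of -2.98 (adjusted p = 7.8e-07) in TGMS-Co27 and -3.18 (adjusted p = 7.8e-07) in H1493 at low relative to high temperature. Of 5 measured genes of the list of UDP-glucose, sucrose and callose, none passed the adjusted threshold between the lines at either temperature. Ugp1 and UGP2, both lower in Co27HT than in H1493HT, could not be matched to this list by symbol and are not among the 5. From the low Ugp1 expression in Co27HT, the paper proposes that the expression of pollen development-related genes is influenced by it.

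**Figure D2:**
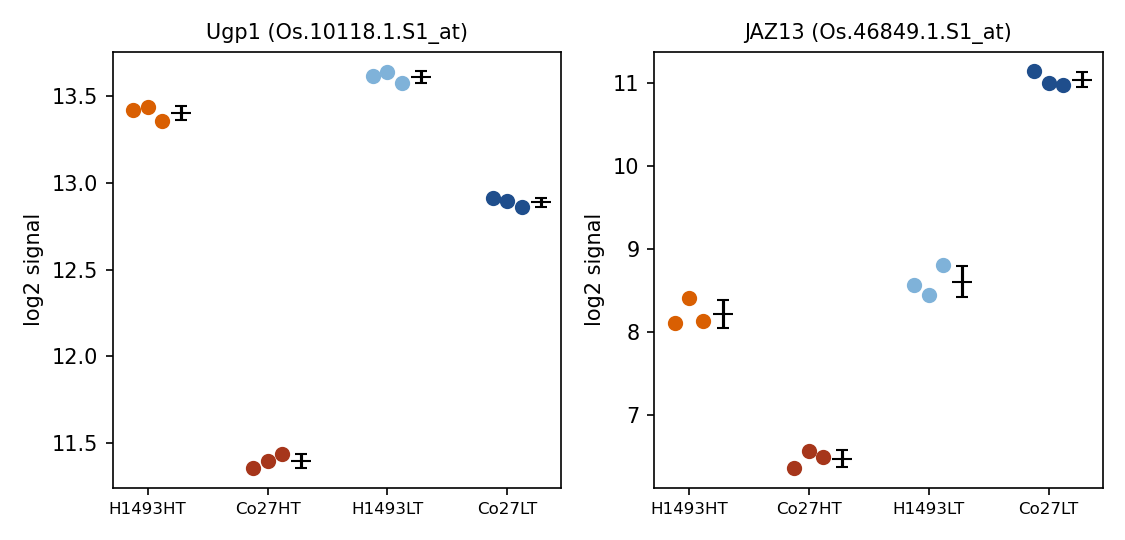
Log2 signals of Ugp1 and JAZ13 on each array. Black bars show the mean and SD of 3 biological replicates per group.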

**Figure 3:**
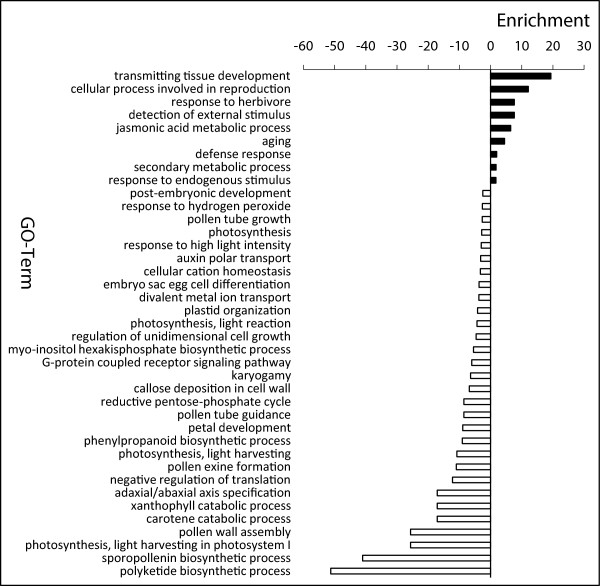
**GO analysis of DEGs between H1493 and TGMS-Co27 at high temperature.** Black and white bars indicate up- and down-regulated genes in Co27HT, respectively.

### DEGs between TGMS-Co27 grown under the two conditions

To further explore the molecular regulation of sterility transitions in TGMS-Co27, we focused on DEGs between TGMS-Co27 plants grown at high and low temperatures (Co27LT vs. Co27HT). Far more DEGs (10415 probe-sets representing 6292 genes) were detected than in the Co27HT vs. H1493HT comparison, so differences in growth conditions account for most of the significant transcriptomic differences detected. Accordingly, numerous genes were differentially expressed in H1493 under the two growth conditions (8637 probe-sets representing 5339 genes), although there were no obvious phenotypic differences between them. 

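Large temperature differences of single genes were seen in both lines. CAB2R, a light-harvesting protein gene, was higher at low temperature by 4.15 (adjusted p = 1.1e-07) in TGMS-Co27 and 2.79 (adjusted p = 9.8e-07) in H1493 on the log2 scale. APR1-like, a gene related to sulfate reduction, was higher by 2.74 (adjusted p = 1.2e-06) and 4.01 (adjusted p = 3.1e-07), and the transcription factor gene BZIP52 by 2.87 (adjusted p = 9.1e-06) and 2.95 (adjusted p = 9.9e-06). The proton pyrophosphatase gene LOC_Os02g55890 was lower, at -4.07 (adjusted p = 1.1e-07) and -3.65 (adjusted p = 2.9e-07), and so was the peroxiredoxin gene R1C-Prx, at -4.19 (adjusted p = 0.00034) and -4.06 (adjusted p = 0.00048). In H1493, 107 of the 178 probe sets that the paper lists as TGMS-related also passed its threshold. Of the probe sets past the paper's threshold in TGMS-Co27, 89.9% had a difference of the same sign in H1493.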

We applied series-cluster analysis to the 10415 probe sets that were differentially expressed in TGMS-Co27 at high and low temperatures to explore the expression dynamics of the corresponding genes in the four sample types. These probe-sets were classified into 25 clusters (Additional file 6), but they were only significantly enriched in seven clusters. Six of these clusters were very significantly separated from the others and could be divided into three pairs of antagonistic clusters (Figure 4). Each of these six contained more than 300 probe-sets.

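The 10415 probe sets fell into 25 of 26 step profiles over H1493HT, Co27HT, Co27LT and H1493LT. By a binomial test, 8 profiles held more probe sets than expected from all orders of the 4 groups (adjusted p under 0.05). The probe sets were chosen for a difference between Co27HT and Co27LT. The test therefore favours profiles with a step between these groups and cannot tell enrichment from this choice. Clusters 10 and 15 held the most, with 3480 and 3296, followed by clusters 11 (743), 18 (681), 7 (519) and 14 (307), and the 2 others, clusters 2 and 8, held 178 and 173. On average, probe sets of cluster 7 lay -1.52 on the log2 scale from H1493HT in Co27HT, and 0.47 in Co27LT, and probe sets of cluster 18 lay at 1.74 and -0.46. Those of cluster 14 lay at -0.29 and 1.76, and those of cluster 11 at 0.39 and -1.89. Dim probe sets made up 91.6% of cluster 18, 86.1% of cluster 11, 62.4% of cluster 7, 60.3% of cluster 14, 33.6% of cluster 10 and 14.9% of cluster 15. With a mean log2 signal of at least 6, clusters 11 and 18 no longer passed (adjusted p = 0.0929 and 0.0725). All 1150 probe sets whose cluster is given in Additional file 6, which was incomplete as received, fell into the profile of the same number.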

**Figure 4:**
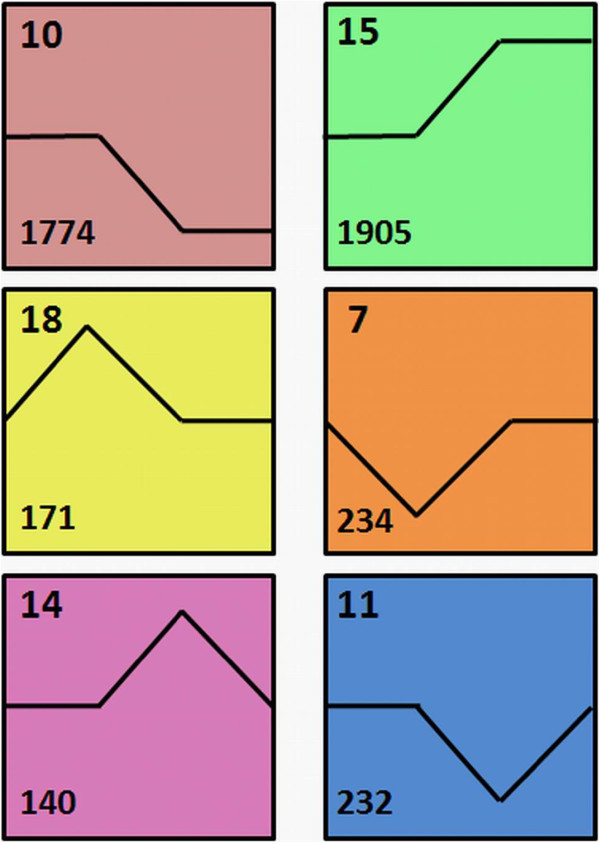
**Significant clusters (p-value < 0.05) of genes differentially expressed between Co27HT and Co27LT.** The four points on the abscissa represent the four sample types, from left to right: H1493HT, Co27HT, Co27LT and H1493LT. The digits in the top and lower left corners indicate cluster numbers and numbers of differentially expressed genes in the corresponding clusters, respectively. The sample names are the same as those in Figure 1C.

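U2AF35A, BC1L9 and Ugp1 were weakest in Co27HT among the 4 groups. The mean log2 signals of U2AF35A were 8.95 ± 0.11 in H1493HT, 7.21 ± 0.11 in Co27HT, 9.67 ± 0.04 in Co27LT and 10.57 ± 0.12 in H1493LT (SD, n = 3). NAS3 was strongest in Co27HT, at 10.16 ± 0.10 against 8.10 ± 0.07 in H1493HT and 7.81 ± 0.15 in Co27LT (SD, n = 3). Of the 519 probe sets of cluster 7, 73 passed the adjusted threshold between Co27HT and H1493HT, and of the 681 of cluster 18, 41 did. In cluster 7, 212 genes carry a name in the annotation, and in cluster 18, 106. With only probe sets past the adjusted threshold between Co27LT and Co27HT, 322 were left in cluster 18, and with only those of a mean log2 signal of at least 6, 195 were left in cluster 7 and 57 in cluster 18.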

Clusters 18 and 7 include genes that were either most strongly or most weakly expressed in Co27HT. The cluster 18 sub-set that was highly expressed in Co27HT was enriched in genes associated with stress responses, like the pattern observed in Co27HT relative to H1493HT samples, as discussed in the preceding section (Additional file 7). More excitingly, some genes involved in mRNA catabolic processes were significantly enriched in cluster 7 (Additional file 7). 

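Genes of cold response and jasmonate signalling were among those higher in Co27LT than in H1493LT. The trehalose phosphatase gene TPP7 was higher in Co27LT than in H1493LT by 2.22 (standard error 0.11, adjusted p = 2.5e-05) and than in Co27HT by 2.48 (standard error 0.11, adjusted p = 5.9e-07) and had, between temperatures in H1493, 0.19 (adjusted p = 0.27). The cold-response transcription factor genes MYB4 and DREB1B were higher in Co27LT than in H1493LT by 1.61 (adjusted p = 0.0001) and 2.68 (adjusted p = 0.00035) on the log2 scale, and the calcium sensor gene CML15 by 2.10 (adjusted p = 0.00044). The calcium-dependent protein kinase gene CPK21 was higher by 2.22 (adjusted p = 8.2e-05), and the transcription factor gene WRKY71 had 0.96 (adjusted p = 0.001), less than a 2-fold change. Of 8 measured cold-response genes, 2 were higher in Co27LT than in H1493LT and none lower, as also when adjusted over the list alone (camera adjusted p = 6.2e-05, and adjusted p = 0.094 with an estimated correlation). Of 23 genes of jasmonate signalling, 4 were higher and 1 lower, as also when adjusted over the list alone (camera adjusted p = 3.2e-09, and 0.0033 with an estimated correlation), and 4 of the 11 that passed between Co27LT and Co27HT lay in cluster 14 (Fisher's exact test, 2-sided, adjusted p = 0.00995). Lower in Co27LT than in H1493LT were the lipid transfer protein gene LTPL45, at -1.96 (adjusted p = 2.5e-05), and the peroxidase gene LOC_Os08g20730, at -1.31 (adjusted p = 0.00021). Of the 307 probe sets of cluster 14, 63 passed the adjusted interaction threshold, and of the 743 of cluster 11, 26 did.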

Cluster 11 and 14 were enriched in genes that were most strongly or weakly expressed in Co27LT, and genes related to responses to various stresses and stimuli (e.g. defense, water deprivation and cold responses) (Additional file 7). These findings indicate that expression of some stress-related genes in TGMS-Co27 was perturbed at low temperature as well as high temperature.

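Cluster 15 rose with low temperature in both lines and cluster 10 fell. Probe sets of cluster 15 lay on average 1.46 above H1493HT in Co27LT and 1.37 in H1493LT on the log2 scale, and those of cluster 10 lay at -1.93 and -1.67. The replication helicase gene MCM5, 1 of the genes of cluster 15, had mean log2 signals of 9.62 ± 0.06 in H1493HT, 9.77 ± 0.05 in Co27HT, 11.84 ± 0.02 in Co27LT and 11.70 ± 0.07 in H1493LT (SD, n = 3). The light receptor gene PHYA had 13.07 ± 0.03, 13.08 ± 0.04, 11.35 ± 0.04 and 11.38 ± 0.03 in the same order. By genes with a name in the annotation, cluster 10 held 1775 and cluster 15 held 1820. Between Co27HT and H1493HT, 4 probe sets of cluster 10 and 48 of cluster 15 passed the adjusted threshold. Of the probe sets with a mean log2 signal of at least 6, 2310 lay in cluster 10.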

Clusters 10 and 15 included the largest number of DEGs (1774 and 1905 genes with GO annotations, respectively), corroborating the broad impact of growth conditions on gene expression. GO assignations of cluster 10 indicated that it was enriched in many genes involved in low temperature response (e.g. lipid transport and responses to cold and oxidative stress) (Additional file 2: Figure S2; Additional file 7). 

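Lipid transfer protein genes were lower at low temperature in TGMS-Co27: all 4 measured members passed the adjusted threshold, as also when adjusted over the list alone, with log2 fold changes of -1.61 (adjusted p = 7.1e-06) for LTP2-B, -1.48 (adjusted p = 6.8e-06) for LTPL1, -1.03 (adjusted p = 2.1e-05) for LTP110-A and -2.74 (adjusted p = 0.0046) for LTP-2, whose probe set was never called present. In H1493, 1 of the 4 passed, LTP-2 at -1.91 (adjusted p = 0.031). By adjusted p alone, whatever the size of the change, all 4 were lower (median -0.88), and no member passed the interaction threshold. Among genes of the response to oxidative stress, the peroxidase gene PRX74 had -0.98 (adjusted p = 0.0014), under a change of 2-fold, and none of 2 listed peroxidase genes passed the threshold. Outside this list, the peroxidase gene LOC_Os06g35520 and the peroxiredoxin gene R1C-Prx, named above for their large changes, were lower in both lines. Of 26 heat shock protein genes matched by symbol, with 1 probe set each, 10 were lower in TGMS-Co27 and 8 in H1493. None of these probe sets was higher, as also when adjusted over the list alone (camera adjusted p = 0.0026 and 0.015, and adjusted p = 0.12 and 0.17 with an estimated correlation). Counting all 40 probe sets of these genes, 1 was higher in each line, and 14 and 11 were lower. By adjusted p alone, whatever the size of the change, 3 of the 26 were higher and 14 lower in TGMS-Co27, and 5 higher and 11 lower in H1493. The DnaK family gene LOC_Os03g16860, named above, was higher in both lines. HSP16.9A fell by 3.61 and HSP23.2 by 2.94 on the log2 scale in TGMS-Co27. Of the 10 heat shock protein genes, 7 lay in cluster 10 (Fisher's exact test, 2-sided, adjusted p = 0.38). In TGMS-Co27, the call of LTP-2 ends with only the 6 arrays compared, and in H1493 when some single arrays are left out.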

A considerable number of genes related to these stress responses were also found in cluster 15 (Additional file 2: Figure S2; Additional file 7). However, small numbers of photoperiod response-related genes were found in both clusters (Additional file 2: Figure S2; Additional file 7). This is consistent with a previous report that day length only regulated the expression of 100–200 genes in NK58S [51]. Similarly, another study showed that a shift from high to low temperatures caused more pronounced changes in the protein expression patterns of peach trees than did a shift from long to short photoperiods [52]. These results indicated that temperature rather than day length was the main environmental factor affecting global gene expression in our sampled plants. 

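Some clock and photoperiod genes, among them LHY, GI, PHYA and PRR1, differed between the growth conditions in both lines. LHY, which encodes a morning component of the circadian clock, was higher at low temperature by 3.14 (adjusted p = 8.1e-08) in TGMS-Co27 and 1.99 (adjusted p = 9.8e-07) in H1493 on the log2 scale. GI, an evening gene that links the clock to flowering time, had log2 fold changes of -3.30 (adjusted p = 8.1e-08) and -2.24 (adjusted p = 6.6e-07), PHYA -1.74 (adjusted p = 5.7e-07) and -1.69 (adjusted p = 9.1e-07), and the clock gene PRR1 -1.54 (adjusted p = 8.7e-06) and -1.32 (adjusted p = 2.5e-05). Of 12 measured members of this list, 1 was higher and 4 lower in TGMS-Co27, and 2 were higher and 4 lower in H1493, as also when adjusted over the list alone. Against all other probe sets, camera gave adjusted p = 0.041 in TGMS-Co27 and 0.031 in H1493, and adjusted p = 0.24 and 0.23 with an estimated correlation. From the small numbers of photoperiod genes in clusters 10 and 15, and from earlier work on NK58S and on peach, the paper reasons that temperature mattered more than day length. Day length and temperature differ together between the groups, and the time of day of the harvests is not stated, so the change of a clock gene cannot be assigned to one of them.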

As temperatures at both sites were suitable for rice growth, the detected differences in gene expression indicate that plants may fine-tune their expression profiles via adaptive responses to temperature changes that optimize their growth and reproduction processes. In accordance with this hypothesis, two rice *CBF/DREB* (C-repeat-binding factors/dehydration-responsive element-binding factors) genes, *LOC_Os09g35030* and *LOC_Os06g03670* (homologs of Arabidopsis *CBF2* and *CBF3* genes, respectively), were induced by low temperature. 

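DREB1A (LOC_Os09g35030), a cold-responsive transcription factor gene, was higher at low temperature in both lines. Its mean log2 signal was 6.90 ± 0.17 in Co27HT and 10.11 ± 0.07 in Co27LT, and 7.17 ± 0.31 in H1493HT and 9.48 ± 0.04 in H1493LT (SD, n = 3). These are log2 fold changes of 3.22 (standard error 0.16, adjusted p = 1.1e-06) in TGMS-Co27 and 2.31 (standard error 0.16, adjusted p = 7.7e-06) in H1493. The dehydrin gene DHN1 was also higher, by 2.17 (adjusted p = 2.8e-07) and 2.30 (adjusted p = 3.5e-07). DREB1B, of the same family as DREB1A, had 0.27 (adjusted p = 0.42) in TGMS-Co27 and -1.94 (adjusted p = 0.00012) in H1493. Of 8 measured cold-response genes, 3 were higher and none lower in TGMS-Co27, and 2 were higher and 3 lower in H1493, as also when adjusted over the list alone. Against all other probe sets, camera gave an adjusted p of 0.27 in TGMS-Co27 and 0.87 in H1493. No probe set could be matched to LOC_Os06g03670.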

CBF/DREBs are well known cold-responsive transcriptional activators, and their overexpression of CBF/DREBF reportedly increases freezing tolerance in Arabidopsis and rice [53, 54]. These results indicate that the molecular mechanisms involved in plants’ chilling and cooling responses have common elements.

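Many genes of DNA replication and the cell cycle were higher at low temperature in both lines. The genes of the replicative helicase rose in TGMS-Co27 and in H1493, OSMCM6 by 2.08 (adjusted p = 1.8e-06) and 1.81 (adjusted p = 5.0e-06), MCM5 by 2.06 (adjusted p = 3.6e-07) and 2.08 (adjusted p = 4.4e-07), and MCM4 by 1.79 (adjusted p = 4.3e-06) and 1.99 (adjusted p = 3.4e-06) on the log2 scale. Of 30 measured genes of DNA replication, 12 were higher and 1, the dim MCM8, lower in TGMS-Co27, and 13 were higher and none lower in H1493, as also when adjusted over the list alone (camera adjusted p = 3.4e-08 and 4.0e-10, and adjusted p = 0.0033 in both with an estimated correlation). The cyclin genes CYCB1-1, CYCB2, CYCA2-1 and CYCD3-1 rose in TGMS-Co27 by 1.55, 1.30, 1.26 and 1.24 on the log2 scale (adjusted p at most 8.3e-05). In all, 7 of 16 cyclin genes were higher and none lower in TGMS-Co27, and 3 were higher and 1 lower in H1493, as also when adjusted over the list alone (camera adjusted p = 3.9e-07 and 1.2e-05, and adjusted p = 0.011 and 0.018 with an estimated correlation). In meiosis, the crossover genes MER3 and MSH5 rose in TGMS-Co27 by 1.69 (adjusted p = 9.3e-05) and 1.29 (adjusted p = 0.0001), and PAIR1, needed for chromosome pairing, by 1.68 (adjusted p = 0.0093). Of 10 measured meiosis genes, 3 were higher and none lower in TGMS-Co27, as also when adjusted over the list alone, and 1 was higher in H1493 (2 when adjusted over the list alone), with a camera adjusted p of 0.044 and 0.062, and adjusted p = 0.20 and 0.23 with an estimated correlation. Of those past the threshold in TGMS-Co27, 12 of 13 replication genes and 7 of 7 cyclin genes lay in cluster 15 (Fisher's exact test, 2-sided, adjusted p = 0.00088 and 0.010), and 3 of 3 meiosis genes (adjusted p = 0.50). Of 5 histone genes, none passed in either line, and by adjusted p alone, without a change of 2-fold, 1 was higher in TGMS-Co27 and 4 in H1493 (camera adjusted p = 0.281 and, upward, 0.00924, and adjusted p = 0.611 and 0.242 with an estimated correlation). Of 12 genes of the tapetum and pollen wall, 4 were lower in TGMS-Co27 and 2 in H1493 and none higher, with medians of -0.96 and -0.47 on the log2 scale, or -0.68 and -0.29 with each array centred on its median (camera adjusted p = 0.00109 and 0.0618, and adjusted p = 0.0344 and 0.149 with an estimated correlation). Of 7 photosynthesis genes, 3 were higher and 1 lower in each line (camera adjusted p = 0.0946 and 0.0341, and adjusted p = 0.19 and 0.136 with an estimated correlation). The call of PAIR1 ends with only the 6 arrays compared, and that of MCM8 with a floor at a log2 signal of 5.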

More significantly in the context of this study, cluster 15 was enriched in genes related to DNA replication, repair and recombination; chromosome organization; and cell cycling (meiosis and mitosis), division and proliferation (Additional file 7). This is consistent with the importance of meiosis in the sexual reproduction of rice for formation of haploid spores and gametes. It is also the most sensitive stage to various stimuli because most male fertility perturbations occur during meiosis [55], including perturbations that occur in PMCs in TGMS rice lines. For example, PA64S plants are reportedly completely male sterile when grown at high temperatures (25–30°C), but male fertile when exposed to lower temperatures (21–23°C) during the microspore mother cell (MMC) to meiosis stages [31]. The fertility of many other TGMS rice lines is also temperature-sensitive between the stages of the pistil/stamen primordium-formation and meiosis [56]. Furthermore, combinations of low temperature and long photoperiods or high temperature and short photoperiods may reduce male fertility in PGMS rice plants. Notably, the male fertility of Nongken58S and W6154S (PGMS lines whose male fertility is mainly photoperiod- and temperature-dependent, respectively) is thermosensitive from panicle primordium differentiation and from stamen/pistil primordium formation to the single nuclear pollen stage, respectively [57]. Thus, although reported thermosensitive phases differ among PGMS/TGMS rice lines, they all include the most sensitive meiosis stage and temperature is a common regulator. The low temperature-induced genes in cluster 15 may help PMCs progress to meiosi, so this cluster appears to contain the genes with the greatest impact on PGMS/TGMS processe. This finding will hopefully support detailed investigations into the molecular mechanisms involved in sterility transitions in various other PGMS/TGMS rice lines.

### TGMS related-genes in TGMS-Co27

As already mentioned, TGMS-Co27 plants reverted to fertility and accumulated UGPase protein in their inflorescences at low temperature. While *Ugp1* remained cosuppressed in these plants, the levels of correctly spliced *Ugp1* mRNAs that accumulated in them were far greater than those observed in Co27HT plants, although lower than the wild-type levels. Therefore, we hypothesized that the DEGs between Co27LT and Co27HT involved in post-transcriptional and translational process may have important functions in TGMS. In accordance with this hypothesis, temperature- and/or photoperiod-sensitive post-transcriptional regulation of key transcripts has been detected in other PGMS/TGMS rice lines. For example, processing of LDMAR (see *Introduction*) in Nongken58S and a non-coding RNA expressed from the corresponding locus in the indica line PA64S is involved in their PGMS/TGMS transitions [30, 31]. In addition, RNase Z^S1^-mediated *Ub*_*L40*_ mRNA regulation causes a TGMS trait in *tms5* rice mutants [33]. Temperature- and photoperiod-sensitive translation is also important in various other organisms. For example, temperature-sensitive translational regulation of FREQUENCY (FRQ) contributes to temperature sensing by the circadian clock of *Neurospora crassa* [58, 59], and light-sensitive translational regulation of DOUBLETIME contributes to circadian period modulation in *Drosophila* [60].

As also mentioned, 10415 probe-sets representing 6292 genes were differentially expressed between Co27LT and Co27HT. 

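The splicing factor and ribosomal protein genes among the 178 probe sets of Additional file 8, which stand for 156 loci, were chosen by the paper from the genes that differ between Co27LT and Co27HT on these arrays, so their direction is not independent evidence. All 178 passed the paper's threshold here, and after adjustment 112 were higher and 47 lower in Co27LT. By probe set past the adjusted threshold, genes annotated with translation were 56 higher and 28 lower of 96, with mRNA splicing via the spliceosome 18 higher and 9 lower of 29, and with mRNA processing 17 higher and 5 lower of 26. Genes of translational initiation were 3 higher and 2 lower of 9. The median absolute log2 fold change of the 178 was 1.43, and 34 of them were dim.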

According to the GO terms in Table 1, 178 probe-sets representing 156 of these DEGs may be directly involved in TGMS-related post-transcriptional and translational processes (Table 1; Additional file 8). In addition, hierarchical clustering (HCL) of the expression profiles of these 178 probe-sets in the four sample types revealed that about two-thirds of them were up-regulated in Co27LT relative to Co27HT (Table 1; Additional file 2: Figure S3; Additional file 8). However, most of these genes were not differentially expressed between TGMS-Co27 and H1493 at either high or low temperature (Additional file 2: Figure S3). 

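In Co27LT relative to Co27HT, 125 of the 178 probe sets (70.2%) were higher and 53 lower at the paper's threshold. In H1493, the same probe sets moved the same way: 175 of 178 had a difference of the same sign, with a Pearson correlation of 0.89 across probe sets, and 72 were higher and 35 lower at that threshold. The median absolute log2 fold change in H1493 was 1.16. As the largest of these in Table 2, the gene of ribosomal protein L37 was higher by 2.74 (adjusted p = 0.00089) in TGMS-Co27 and 2.94 (adjusted p = 0.00068) in H1493. After adjustment, 1 of the 178 was higher and 1 lower by the interaction test. With each array centred on its median, 34 were lower in place of 53.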

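At high temperature, 2 of the 178 probe sets were higher and 9 lower in Co27HT than in H1493HT at the paper's threshold, and at low temperature 1 was higher and 4 lower in Co27LT than in H1493LT. After adjustment with limma, 0 were higher and 4 lower at high temperature, and 1 was higher and 2 lower at low temperature. The median absolute log2 difference between the lines was 0.26 at high and 0.17 at low temperature. Of the genes in Table 2, the spliceosomal gene LOC_Os01g72834 differed by -0.18 (adjusted p = 0.66) and -0.01 (adjusted p = 0.99), and the translation elongation gene LOC_Os04g20220 by -0.07 (adjusted p = 0.79) and -0.04 (adjusted p = 0.96), at high and low temperature. A p that misses the threshold does not show that the lines were alike.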

We also matched these 156 genes to the 25 clusters we previously identified (Additional file 8). 

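Of the 178 TGMS-related probe sets, 102 (57.3%), standing for 86 loci, lay in cluster 15, against 31.2% of the other probe sets past the threshold (Fisher's exact test, 2-sided, p = 1.3e-12). In cluster 10 lay 39 (21.9%, against 33.6%, p = 0.00096 by Fisher's exact test, 2-sided). The seryl-tRNA synthetase gene LOC_Os01g37837 and the polypyrimidine tract-binding protein gene LOC_Os03g25980 are examples of cluster 15, with log2 fold changes of 1.10 (adjusted p = 4.3e-05) and 1.10 (adjusted p = 1.5e-05) in Co27LT relative to Co27HT. The other probe sets are those past the same threshold between Co27LT and Co27HT, and probe sets of 1 gene are not independent. The test does not account for signal level. Dim probe sets were 34 of the 178, 14.9% of cluster 15 and 41.2% of all those past the threshold. Of the 6119 past the threshold with a mean log2 signal of at least 6, 2804 lay in cluster 15.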

Eighty-six genes were significantly (p = 0.012) included in cluster 15, confirming that this is the most important cluster for fertility alteration in TGMS rice lines. In contrast, 16 genes were included in clusters 7 and 8, which contained genes that were particularly weakly expressed in Co27HT.

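Clusters 7 and 8 held 12 and 6 of the 178 probe sets, standing for 11 and 5 loci. These were 6.74% and 3.37% of the 178, against 4.95% and 1.63% of the other probe sets past the threshold (Fisher's exact test, 2-sided, p = 0.29 and 0.076). A dim probe set of the zinc finger gene ZOS8-11 lies in cluster 7, with 2.59 ± 1.91 in Co27HT and 4.87 ± 0.74 in H1493HT (mean log2 ± SD, n = 3).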

**Table 1:** **GO annotations of TGMS-related genes**

GO ID	GO term	Gene number.	
		Up	Down
**GO:0006397**	mRNA processing	15	7
**GO:0000398**	mRNA splicing, via spliceosome	13	10
**GO:0008380**	RNA splicing	11	9
**GO:0031123**	RNA 3'-end processing	2	1
**GO:0000966**	RNA 5'-end processing	1	0
**GO:0006378**	mRNA polyadenylation	1	0
**GO:0043484**	Regulation of RNA splicing	1	0
**GO:0006412**	Translation	58	38
**GO:0006417**	Regulation of translation	12	5
**GO:0006413**	Translational initiation	6	4
**GO:0006414**	Translational elongation	3	3
**GO:0006415**	Translational termination	2	1
**GO:0006446**	Regulation of translational initiation	1	0
**GO:0017148**	Negative regulation of translation	1	1
**GO:0045727**	Positive regulation of translation	3	0
**GO:0045900**	Negative regulation of translational elongation	1	0
**GO:0045901**	Positive regulation of translational elongation	0	1
**GO:0045905**	Positive regulation of translational termination	0	1
**GO:0045947**	Negative regulation of translational initiation	0	1

The up and down gene numbers indicate the numbers of genes that were expressed more strongly in TGMS-Co27 plants at low temperature than at high temperature and vice versa, respectively.

We constructed a gene co-expression network based on the normalized signal intensities of the 156 DEGs in our microarrays (Figure 5; Additional file 9) to examine possible functional linkages among them [61]. The genes’ “k core-scores” (see *Materials and methods*) were used to identify “key regulatory” genes within this set, i.e. genes that have high networking degrees and appear to govern the interactions among the DEGs. 

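The arginyl-tRNA synthetase gene LOC_Os01g06510 was linked to 44 other genes, with a core score of 28, the highest in the network. Over the 4 group means, 1837 of 12090 pairs of the 156 genes (15.2%) had an absolute Pearson correlation above 0.99, 1127 positive and 710 negative. A core score above 20 was reached by 61 genes, 42 in cluster 15 and 19 in cluster 10, and the 42 were all higher and the 19 all lower in Co27LT than in Co27HT. Of the 27 loci of Table 2, 24 were among the 61. With all 12 arrays in place of the group means, 109 pairs passed and 0 genes reached a core score above 20, and with the residuals around the group means 0 pairs did. The correlation of the 61 genes with temperature over the 4 means had a median size of 0.993, against 0.942 for the other genes. From the core scores, the paper reasons that these genes have a key role in the network.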

Fifty-eight genes were assigned k core-scores exceeding 20 (Additional file 9), 39 and 19 of which were included in clusters 15 and 10, respectively. According to their GO annotations, 11 and 29 genes included in cluster 15 have functions in post-transcriptional and translational processes, respectively, and one participates in both of these processes (Additional file 9).

**Figure 5:**
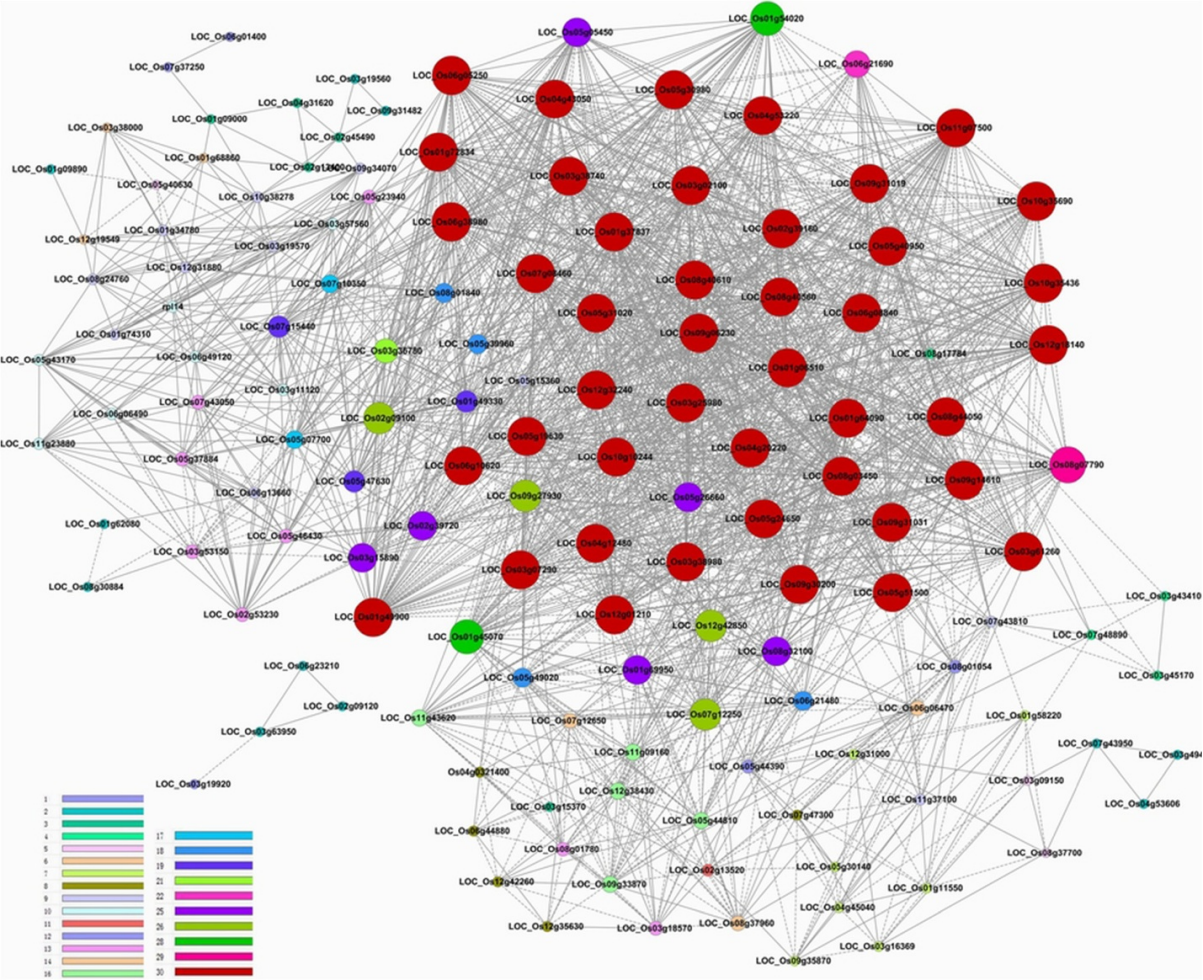
**Co-expression network of the 156 TGMS-related differentially expressed genes.** The color of each circle indicates the k core-scores of the corresponding genes, according to the key in the lower left corner, and its size indicates the k-core score of the genes.

Post-transcriptional processes are very important in the regulation of eukaryotic gene expression and are associated with numerous plant responses to abiotic stresses [62]. One of the key processes is alternative splicing, which can increase protein diversity and affect mRNA stability [63, 64]. This occurs in the spliceosome, which contains abundant small nuclear RNAs (snRNAs) and about 170 proteins, including various RNA-binding proteins, RNA-dependent ATPases, RNA helicases and protein kinases involved in splicing regulation [64–67].

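RSZ21A (LOC_Os06g08840), which encodes an arginine/serine-rich splicing factor with a zinc knuckle, had a mean log2 signal of 10.66 ± 0.09 in Co27HT and 9.64 ± 0.06 in Co27LT (SD, n = 3), and it fell by 1.02 on the log2 scale (standard error 0.09, adjusted p = 3.1e-05). The splicing factor gene LOC_Os02g39720 had 7.55 ± 0.17 and 5.93 ± 0.15 (SD, n = 3), and it fell by 1.62 on the log2 scale (standard error 0.24, adjusted p = 0.00075). RSZ23, which the annotation gives to another probe set, had -0.49 (adjusted p = 0.013), less than a 2-fold change. Of 12 listed splicing factor genes of this family, 2 were measured, and 1 was lower by the adjusted threshold, as also when adjusted over the list alone.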

Two of the 17 “key regulatory” genes (*LOC_Os06g08840* and *LOC_Os02g39720*), which encode Arg/Ser-rich domain (RS)-containing zinc finger proteins (OsRSZp21a and OsRSZp23, respectively), were down-regulated in Co27LT compared with Co27HT. Expression of *RSZpZ23* is also reportedly decreased in *japonica* and *indica* rice, while *RSZpZ21a* is up-regulated in *japonica* rice but down-regulated in *indica* rice, under cold stress [68]. Our results show that *RSZpZ23* was down-regulated in both rice lines at low temperature, but *RSZpZ21a* was down-regulated in Co27LT. RSZp21a, RSZp21b and RSZp23 are three human 9G8-type proteins that have a RNA recognition motif (RRM) and a RS domain separated by a CCHC-type zinc knuckle [68]. RSZp23 has been shown not only to increase splicing efficiency but also to alter the selection of 5’ splice sites of the *Wx*^*b*^ intron and might affect other steps in RNA processing and translation [69]. Serine/arginine-rich (SR) proteins play important roles in both the constitutive and alternative splicing of pre-mRNA [70]. We detected weak expression of these proteins (which may be crucial for the correct splicing of exogenous *Ugp1* transcripts at low temperature) in Co27LT.

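In H1493, the splicing factor gene LOC_Os02g39720 fell at low temperature by 1.40 on the log2 scale (standard error 0.24, adjusted p = 0.0021), and RSZ21A had a log2 fold change of -0.80 (standard error 0.09, adjusted p = 0.00016), less than a 2-fold change. The interaction was -0.22 (adjusted p = 0.53) for RSZ21A and -0.22 (adjusted p = 0.85) for LOC_Os02g39720. Between the lines at low temperature, RSZ21A differed by -0.08 (adjusted p = 0.88) and LOC_Os02g39720, dim in both groups, by 0.15 (adjusted p = 0.93).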

In addition, a polypyrimidine tract-binding protein (PTB)-encoding gene (*LOC_Os03g25980*) was up-regulated in both rice lines at low temperature. 

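The polypyrimidine tract-binding protein gene (LOC_Os03g25980) had mean log2 signals of 10.36 ± 0.10 in H1493HT, 11.40 ± 0.03 in H1493LT, 10.24 ± 0.06 in Co27HT and 11.35 ± 0.07 in Co27LT (SD, n = 3). In H1493 this is a log2 fold change of 1.04 (standard error 0.09, adjusted p = 2.5e-05) at low relative to high temperature, and the interaction was 0.06 (adjusted p = 0.89). Among the other Table 2 genes of splicing, the RNA recognition motif genes LOC_Os03g15890 and LOC_Os05g30980 were higher in Co27LT by 1.50 (adjusted p = 1.4e-05) and 1.10 (adjusted p = 0.0002). Of the 14 probe sets of splicing in Table 2, 11 were higher and 2 lower in Co27LT after adjustment, and 6 were higher and 1 lower in H1493LT.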

PTBs are key splicing factors that influence splice site selection and orchestrate coordinated splicing programs during developmental processes. Notably, two Arabidopsis *PTB*-related genes (*AtPTB1* and *AtPTB2*) are reportedly involved in pollen germination [71, 72]. Therefore, stronger expression of the *PTB* gene is likely important for the correct splicing of exogenous *Ugp1* mRNAs and restoring fertility in TGMS-Co27 plants at low temperature. As these genes involved in alternate splicing were temperature-regulated, transcripts of selected SR genes that are known to be alternatively spliced [69, 73] were analyzed to explore the influence of temperature on their splicing patterns (Additional file 2: Figure S4). We found that low temperature had dramatic effects on the splicing pattern of *SR33*, *SCL26* (*SC35-like family*), *SCL30* and *RSZ37*. Although *SCL30a* did not show temperature-related differences in splicing patterns, its expression pattern was very similar to that of *Ugp1*, corroborating the conclusion that *SR* genes may be involved in temperature-sensitive alternative splicing of *Ugp1*. These results clearly indicate that low temperature affects the global splicing of mRNAs.

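HEN2 (LOC_Os11g07500), which encodes an RNA helicase, had a mean log2 signal of 9.68 ± 0.13 in Co27HT and 11.09 ± 0.03 in Co27LT (SD, n = 3), a log2 fold change of 1.40 (standard error 0.10, adjusted p = 9.9e-06). SKIV2L2 (LOC_Os12g18140) had 8.17 ± 0.06 and 9.41 ± 0.11 (SD, n = 3), a log2 fold change of 1.24 (standard error 0.12, adjusted p = 4.0e-05). In H1493 the log2 fold changes at low temperature were 1.40 (adjusted p = 1.3e-05) for HEN2 and 0.99 (adjusted p = 0.00018) for SKIV2L2, the latter just under a 2-fold change. The interaction was 0.01 (adjusted p = 0.99) for HEN2 and 0.25 (adjusted p = 0.59) for SKIV2L2.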

Two DEAD/DEAH box RNA helicase-encoding genes, *HEN2* (*HUA enhancer 2*; *LOC_Os11g07500*) and *SKIV2L2* (*superkiller viralicidic activity 2-like 2*; *LOC_Os12g18140*), were also up-regulated in Co27LT. *AtHEN2* is highly expressed in *Arabidopsis* inflorescences, specifically in their meristems and developing flowers, where it is apparently required for maintenance of expression of MADS-box genes, class B and C [74]. A homologue of the *SKIV2L* genes in Arabidopsis is *MTR4*, which encodes a HEN2-homologous protein required for proper rRNA biogenesis [75]. Plants lacking AtMTR4 are viable but have several developmental defects, including aberrant vein patterning and pointed first leaves [75]. DExD/H box RNA helicases have multiple functions in transcriptional processes that involve multi-step association/dissociation of large ribonucleoprotein (RNP) complexes and modulation of complex RNA structures, including pre-mRNA processing, ribosome biogenesis, RNA turnover, RNA export and translation [76]. Thus, the higher expression levels of these two genes in Co27LT indicate that they may also be important in the TGMS process.

C2H2 zinc finger proteins (ZFPs) constitute one of the largest nucleic acid-binding protein families in eukaryote genomes. They have diverse functions, from DNA or RNA binding to involvement in protein-protein interactions. ZFPs of *Oryza sativa* are called ZOS and the corresponding genes are numbered in the order of their physical positions on the chromosomes [77]. The TIGR database includes 179 *ZOS* genes with corresponding locus IDs, some of which are regulated by abiotic (e.g. cold, dehydration and salt) stresses [77]. Expression of C2H2 family genes is particularly strong during panicle development in rice [78], and one (*STAMENLESS 1*, *SL1*) is involved in floral development [79]. 

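The 4 probe sets of ZOS8-11 (LOC_Os08g40560) differ. The brightest had mean log2 signals of 7.90 ± 0.13 in H1493HT, 8.19 ± 0.11 in Co27HT, 10.05 ± 0.12 in H1493LT and 10.08 ± 0.11 in Co27LT (SD, n = 3), with no change between the lines past the test, at 0.29 (adjusted p = 0.25) at high temperature. It was higher at low temperature in TGMS-Co27 by 1.89 (adjusted p = 3.4e-06) and in H1493 by 2.15 (adjusted p = 2.5e-06), and the next brightest by 1.81 (adjusted p = 2.1e-05) and 1.73 (adjusted p = 3.5e-05). A dim probe set had 4.87 ± 0.74 in H1493HT and 2.59 ± 1.91 in Co27HT (SD, n = 3, standard error of the difference 0.85, limma adjusted p = 0.22) and a log2 fold change of 2.40 (adjusted p = 0.064) in Co27LT relative to Co27HT. The last, dim at high temperature, had -0.87 (adjusted p = 0.31) and 1.64 (adjusted p = 0.011), and the latter call ends with only the 6 arrays compared.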

We found that expression of *ZOS8-11* (*LOC_Os08g40560*) was down-regulated in Co27HT compared with H1493HT, but restored to normal levels in TGMS-Co27 plants at low temperature. Thus, it may have a different mode of action to other genes involved in splicing. Another “key regulatory” gene involved in post-transcriptional processes (*LOC_Os06g38980*), which was up-regulated in Co27LT, encodes a polyadenylate-binding protein. This is an essential, well-conserved, multifunctional protein that is involved in polyadenylation, export of mRNAs to the cytoplasm, translation initiation, translation termination, mRNA biogenesis and degradation [80, 81]. 

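The polyadenylate-binding protein gene LOC_Os06g38980 was higher in Co27LT than in Co27HT by 1.40 (standard error 0.26, adjusted p = 0.0024) on 1 probe set, with mean log2 signals of 5.06 ± 0.46 and 6.46 ± 0.41 (SD, n = 3). On a dim second probe set, which was never called present, the log2 fold change was 1.30 (adjusted p = 0.069). In H1493 the log2 fold changes were 0.70 (adjusted p = 0.078) and 1.53 (adjusted p = 0.04), and the latter call ends under a floor at a log2 signal of 5.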

In summary, our results indicate that RS-containing zinc finger proteins, PTBs, DEAD/DEAH box RNA helicases, ZOS, one or more polyadenylate-binding proteins, and some other RRM-containing proteins are important for post-transcriptional processes involved in TGMS (Table 2).

**Table 2:** **Candidate TGMS-related genes**

Query symbol	probeID	Description	E-Value	Subject symbol	logFC_Co27H/HH	logFC_Co27L/ Co27H	logFC_HL/HH
**Splicing**							
**LOC_Os06g08840**	OS.7772.2.A1_AT	OsRSZp21a	5.00E-42	AT4G31580.2	0.14	**-1.02**	-0.8
**LOC_Os02g39720**	OsAffx.2920.1.S1_s_at	OsRSZp23	6.00E-39	AT4G31580.2	0.37	**-1.62**	**-1.4**
**LOC_Os03g25980**	OS.7952.1.S1_AT	Polypyrimidine tract-binding protein	5.00E-172	AT3G01150.2	-0.12	**1.1**	**1.04**
**LOC_Os11g07500**	OS.14143.1.S1_AT	HUA enhancer 2	0	AT2G06990.1	-0.03	**1.4**	**1.4**
**LOC_Os12g18140**	OS.47607.1.S1_AT	Superkiller viralicidic activity 2-like 2	0	AT1G59760.1	-0.16	**1.24**	0.99
**LOC_Os08g40560**	OS.15831.2.S1_AT	ZOS8-11	0	AT2G27100.1	**-2.28**	**2.4**	0.06
	OSAFFX.6095.1.S1_S_AT				-0.87	**1.64**	0.73
	OS.15831.3.S1_AT				0.29	**1.89**	**2.15**
	OS.15831.3.S1_X_AT				0.14	**1.81**	**1.73**
**LOC_Os01g72834**	OS.6252.1.S1_AT	RNA recognition motif containing protein	8.00E-52	AT1G33470.2	-0.18	**1.04**	0.87
**LOC_Os03g15890**	OS.12705.1.S1_AT	RNA recognition motif containing protein	3.00E-37	AT1G07350.2	-0.35	**1.5**	**1.29**
	OS.12705.2.S1_X_AT				-0.17	**1.09**	**1.11**
**LOC_Os05g30980**	OS.8371.1.S1_X_AT	RNA recognition motif containing protein	3.00E-126	AT4G03110.2	-0.19	**1.06**	0.78
	OS.8371.2.S1_AT				-0.16	**1.1**	0.91
**mRNA processing**							
**LOC_Os06g38980**	OS.51905.1.S1_AT	Polyadenylate-binding protein	5.00E-154	AT1G22760.1	-0.5	**1.4**	0.7
	OSAFFX.5057.1.S1_S_AT				-0.04	**1.3**	**1.53**
**Translation initiation**							
**LOC_Os05g51500**	OS.12337.1.S1_AT	eIF5B	0	AT1G76810.1	-0.25	**1.59**	**1.09**
	OS.12337.2.S1_X_AT				0.2	**1.27**	**1.32**
**Ribosomal proteins**							
**LOC_Os08g03450**	OS.50740.1.S1_AT	Ribosomal protein L37	8.00E-41	AT1G15250.1	-0.6	**2.34**	**1.86**
	OS.50740.1.S1_X_AT				0.51	**2.74**	**2.94**
**LOC_Os01g64090**	OSAFFX.2398.1.S1_AT	Ribosomal protein L1p/L10e	0	AT1G08360.1	-0.01	**1.27**	**1.33**
**LOC_Os01g69950**	OS.4997.1.S1_S_AT	Ribosomal protein L27	2.00E-58	AT5G40950.1	0.2	**1.08**	**1.38**
	OS.51456.1.S1_AT				0.02	**1.2**	**1.14**
**LOC_Os07g12250**	OS.14565.1.S1_AT	Ribosomal protein L24	0	AT2G36620.1	0.06	**1.09**	**1.22**
**Aminoacyl-tRNA synthetases**							
**LOC_Os01g06510**	OS.46028.1.S1_AT	Arginyl-tRNA synthetase	0	AT4G26300.1	-0.14	**1.87**	**1.55**
**LOC_Os01g37837**	OS.5952.2.S1_S_AT	seryl-tRNA synthetase, putative, expressed	2.00E-79	AT5G27470.1	-0.1	**1.1**	**1.08**
**LOC_Os01g54020**	OS.14456.1.S1_AT	tRNA synthetase	2.00E-147	AT2G25840.3	-0.41	**1.83**	**1.37**
**LOC_Os02g09100**	OSAFFX.2548.1.S1_AT	Isoleucyl-tRNA synthetase	0	AT4G10320.1	-0.63	**2.66**	2.09
**LOC_Os03g02100**	OS.33311.1.S1_AT	valyl-tRNA synthetase	0	AT1G14610.1	-0.26	**2.01**	**1.71**
**LOC_Os03g38980**	OS.27850.1.S1_AT	tRNA synthetases class II domain containing protein	0	AT3G11710.1	0	**1.19**	**1.2**
**LOC_Os10g10244**	OS.11722.1.S1_A_AT	alanyl-tRNA synthetase	0	AT1G50200.2	-0.13	**1.15**	1
**Translation termination**							
**LOC_Os04g20220**	OS.16925.1.S2_AT	Elongation factor Tu	0	AT1G18070.3	-0.07	**1.01**	0.97
	OS.7254.1.S1_AT				0.01	**1.23**	**1.34**
**LOC_Os05g19630**	OS.7254.2.S1_X_AT	Peptide chain release factor protein	4.00E-141	AT2G47020.2	-0.13	**1.24**	**1.09**
**Other translation factors**							
**LOC_Os09g06230**	OS.46327.1.S1_AT	serine/threonine-protein kinase 16	8.00E-138	AT5G08160.2	0	**1.42**	**1.23**
**LOC_Os05g05450**	OS.18996.1.S1_AT	MA3 domain containing protein	2.00E-159	AT5G17930.1	-0.3	**1.3**	**1.13**
**LOC_Os06g10620**	OS.6853.1.S1_AT	Transcription elongation factor SPT5 homolog 1	0	AT4G08350.1	-0.18	**1.07**	0.97

HH and HL refer to H1493 plants grown at high temperature and low temperature, respectively, while Co27H and Co27L refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively. Significant changes (p-value < 0.05; fold change ≥ 2) are indicated by boldface.

As mentioned, TGMS-Co27 plants accumulated UGPase protein in their inflorescences at low temperature although the *Ugp1* gene was cosuppressed in them and small amounts of correctly spliced *Ugp1* mRNAs were detected by PCR (but not northern blotting). Thus, we predicted that some DEGs between Co27HT and Co27LT involved in translational processes may be important for the accumulation of UGPase protein in Co27LT. In this section, we mainly discuss the “key regulatory” genes of this type that we identified. Translational control of existing mRNAs allows for more rapid changes in cellular concentrations of the encoded proteins than transcriptional or post-transcriptional regulation. The translation process can be divided into initiation, elongation, termination, and ribosome recycling, but translation initiation is the most important stage for the regulation of protein synthesis [82, 83]. This involves the assembly of elongation-competent 80S ribosomes (each consisting of a large 60S subunit and a small 40S subunit) and requires at least nine eukaryotic initiation factors (eIFs), numbered eIF1-9 [83]. The 40S subunit first binds eIF3 and an eIF2-GTP-initiator transfer RNA ternary complex, then the 48S initiation complex is assembled with the help of many eIFs via numerous steps [83]. eIF5B (*LOC_Os05g51500*), which was most strongly expressed in both rice lines at low temperature, is essential for the binding of 60S subunits and dissociation of eIF1, eIF1A, eIF3 and residual eIF2–GDP [84]. 

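The brighter probe set of the eIF5B gene (LOC_Os05g51500) was higher at low temperature by 1.59 (standard error 0.15, adjusted p = 4.3e-05) in TGMS-Co27 and 1.09 (standard error 0.15, adjusted p = 0.00052) in H1493. Its mean log2 signal was 10.53 ± 0.14 in Co27HT, 12.12 ± 0.10 in Co27LT, 10.79 ± 0.29 in H1493HT and 11.87 ± 0.06 in H1493LT (SD, n = 3). The other probe set gave 1.27 (adjusted p = 0.0017) and 1.32 (adjusted p = 0.0016). Of 6 other initiation factor genes matched by symbol, none passed a 2-fold change in either line, as also when adjusted over the list alone. Among them were EIF-4A-1 at -0.56 (adjusted p = 0.00053) and EIF3K at 0.34 (adjusted p = 0.0088) in TGMS-Co27. The 6 are not all such genes. Of 9 TGMS-related probe sets annotated with translational initiation, 3 were higher and 2 lower in Co27LT than in Co27HT after adjustment.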

Ribosomes play a basic housekeeping role in global translation. 

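The genes of ribosomal proteins L1p/L10e (LOC_Os01g64090) and L24 (LOC_Os07g12250) were higher in Co27LT than in Co27HT by 1.27 (standard error 0.09, adjusted p = 8.4e-06) and 1.09 (standard error 0.08, adjusted p = 7.6e-06) on the log2 scale, and in H1493LT than in H1493HT by 1.33 (standard error 0.09, adjusted p = 8.2e-06) and 1.22 (standard error 0.08, adjusted p = 5.2e-06). RPL27 (LOC_Os01g69950) was higher by 1.08 (adjusted p = 9.9e-06) and 1.38 (adjusted p = 3.5e-06) on 1 probe set, while another gave 1.20 (adjusted p = 0.079) and 1.14 (adjusted p = 0.1). L37 (LOC_Os08g03450) was higher by 2.34 (adjusted p = 0.00018) and 1.86 (adjusted p = 0.00086) on the first of its probe sets. Of 23 measured genes with symbols of ribosomal proteins, which do not tell cytosolic from chloroplast ones (RPL27 is also named CL27), RPL27 was higher and RPL18 was lower in both lines, by -1.24 (adjusted p = 1.5e-05) and -1.10 (adjusted p = 4.0e-05), and 21 did not pass, as also when adjusted over the list alone. The median of the 23 genes in TGMS-Co27 was -0.02 on the log2 scale as deposited, 0.26 with each array centred on its median and 0.19 after quantile normalization, and the mean was -0.11 (camera adjusted p = 0.68). In H1493 the median was 0.22, or 0.40 centred and 0.32 after quantile normalization, with camera upward at an adjusted p of 0.0381 (adjusted p = 0.498 with an estimated correlation). By adjusted p alone, whatever the size of the change and with RPL27 and RPL18 included, 2 of the 23 were higher and 7 lower in TGMS-Co27, and 8 higher and 3 lower in H1493.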

Four genes encoding ribosomal proteins (*LOC_Os08g03450*, *LOC_Os01g64090*, *LOC_Os01g69950* and *LOC_Os07g12250*, encoding L37, L1p/L10e, L27 and L24, respectively) were up-regulated in both rice lines at low temperature. Previous studies have shown that the expression of the 60S ribosomal protein L37 and two 40S ribosomal proteins of Arabidopsis increases during low-temperature treatment, indicating that they might enhance translation or support proper ribosome assembly and functions at low temperatures [85]. Thus, eIF5B and the four ribosomal proteins that we found to be induced by low temperature may enhance translation of *Ugp1* transcripts in low-temperature conditions. In addition, there are recent indications that ribosomal protein genes have regulatory roles in plant development [86, 87].

Aminoacyl-tRNA synthetases (ARSs) are housekeeping enzymes that are essential for protein synthesis and have many other functions including participation in DNA replication, RNA splicing and eukaryotic cell processes related to cytokine function and cell cycle control [88]. Several ARS genes are reportedly involved in gametogenesis and embryo development in Arabidopsis [89]. Seven ARSs were up-regulated in Co27LT relative to Co27HT, and may be essential for the accumulation of UGPase protein in Co27LT. 

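Of the 7 aminoacyl-tRNA synthetase genes of Table 2, which charge tRNAs with their amino acids, 6 were higher in Co27LT than in Co27HT after adjustment. The valyl-tRNA synthetase gene LOC_Os03g02100 was higher by 2.01 (standard error 0.19, adjusted p = 4.5e-05), with mean log2 signals of 7.58 ± 0.09 in Co27HT and 9.59 ± 0.11 in Co27LT (SD, n = 3). The arginyl-tRNA synthetase gene LOC_Os01g06510 and the tRNA synthetase gene LOC_Os01g54020 were higher by 1.87 (adjusted p = 6.6e-05) and 1.83 (adjusted p = 0.0002), LysRS (LOC_Os03g38980) by 1.19 (adjusted p = 1.6e-05) and the alanyl-tRNA synthetase gene LOC_Os10g10244 by 1.15 (adjusted p = 3.5e-05). The isoleucyl-tRNA synthetase gene LOC_Os02g09100 had the largest value, 2.66 (adjusted p = 0.1), with a standard error of 1.08, and did not pass. In H1493LT relative to H1493HT, 5 of the 7 were higher after adjustment, and between the lines none differed at either temperature, at the paper's threshold too. From their rise in Co27LT, the paper proposes that they are needed for the accumulation of UGPase protein.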

Another gene induced in Co27LT, which may play a role in translational termination, encodes the eukaryotic elongation factor Tu (eEF-Tu, *LOC_Os04g20220*). 

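The elongation factor Tu gene LOC_Os04g20220 had mean log2 signals of 11.15 ± 0.06 in Co27HT and 12.16 ± 0.11 in Co27LT (SD, n = 3), a log2 fold change of 1.01 (standard error 0.10, adjusted p = 6.6e-05). In H1493 it was 0.97 (standard error 0.10, adjusted p = 1.0e-04), just under a 2-fold change, and the interaction was 0.04 (adjusted p = 0.95).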

Homologous proteins are the most abundant proteins in most bacterial cells and have established roles in translation and other processes, including cell shape maintenance [90]. Nascent polypeptide chains should be released from peptidyl-tRNA when the ribosome encounters a stop signal in the mRNA being translated. Peptide chain release factor proteins play an essential role in this process [91]. 

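The peptide chain release factor gene LOC_Os05g19630 was higher in Co27LT than in Co27HT by 1.24 (standard error 0.08, adjusted p = 5.1e-06) on 1 probe set, with mean log2 signals of 9.25 ± 0.06 and 10.49 ± 0.01 (SD, n = 3), and by 1.23 (standard error 0.15, adjusted p = 0.00024) on another. In H1493LT relative to H1493HT these probe sets were higher by 1.09 (adjusted p = 1.4e-05) and 1.34 (adjusted p = 0.00017). The 3 other translation genes of Table 2 also rose in Co27LT, LOC_Os09g06230, annotated as a protein kinase, by 1.42 (adjusted p = 1.3e-05), LOC_Os05g05450, with an MA3 domain, by 1.30 (adjusted p = 5.3e-05), and the SPT5 homologue LOC_Os06g10620 by 1.07 (adjusted p = 5.5e-05).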

*LOC_Os05g19630* encodes a peptide chain release factor protein and was up-regulated in Co27LT. Thus, together with the *eEF-Tu* gene it may play an important role in the termination of UGPase protein translation.

In summary, eIF5B, four ribosomal proteins (L37, L1p/L10e, L27 and L24), seven ARSs, eEF-Tu and a peptide chain release factor protein may play significant translational roles in TGMS (Table 2).

### qRT-PCR analysis

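Of the 12 genes measured by qRT-PCR, 10 were analysed here on the arrays, and LOC_Os03g52860 and LOC_Os04g43200 were not. The heat shock protein gene HSP16.9A (LOC_Os01g04370) had mean log2 signals of 8.80 ± 0.37 in H1493HT, 10.51 ± 0.18 in Co27HT, 6.28 ± 0.23 in H1493LT and 6.90 ± 0.23 in Co27LT (SD, n = 3). At low relative to high temperature the log2 fold change was -3.61 (standard error 0.21, adjusted p = 2.9e-06) in TGMS-Co27 and -2.52 (standard error 0.21, adjusted p = 2.8e-05) in H1493. The methyltransferase gene LOC_Os02g48770 was higher at low temperature by 5.61 (standard error 0.75, adjusted p = 0.00037) in TGMS-Co27 and 3.96 (standard error 0.75, adjusted p = 0.0034) in H1493. In Co27LT relative to H1493LT, the log2 difference was 0.62 (adjusted p = 0.31) for HSP16.9A and 0.58 (adjusted p = 0.9) for LOC_Os02g48770. The qRT-PCR values were not analysed here.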

To validate our microarray data, qRT-PCR analysis was performed on 12 randomly selected DEGs that are probably important for pollen development, low temperature responses or TGMS (Figure 6). The results, in terms of relative expression levels among the four sample types, were consistent with the microarray data, especially for LOC_Os01g04370, LOC_Os03g52860, LOC_Os04g43200, LOC_Os02g39720, LOC_Os09g06230 and LOC_Os11g07500, although differences in expression levels of other genes were smaller than those detected in the microarray analysis. Overall, we conclude that our microarray data are highly credible.

**Figure 6:**
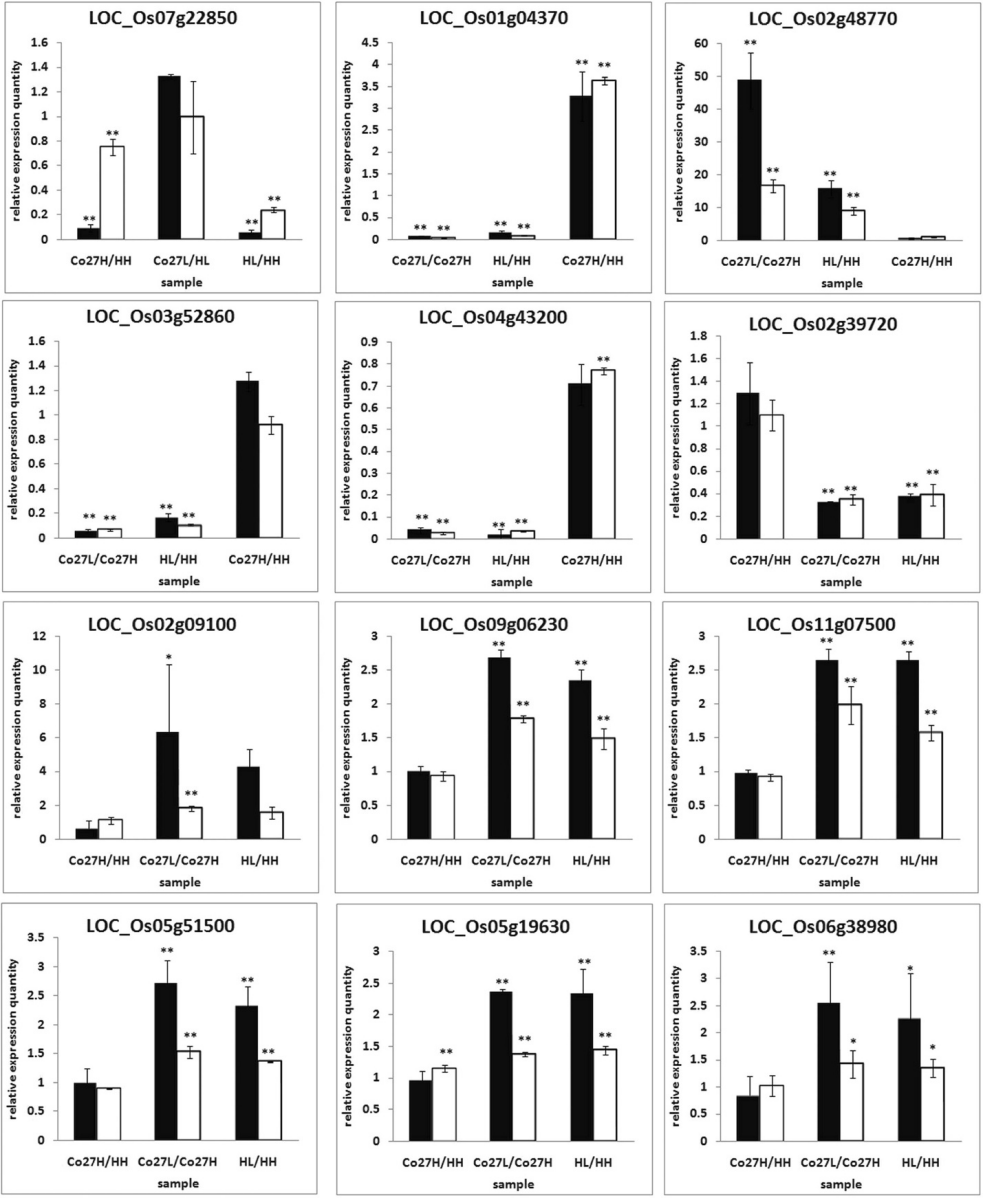
**Quantitative RT-PCR verification of expression patterns of differentially expressed genes detected in the microarray analysis.** The black bars represent the strength of expression of the genes in indicated samples according to the microarray data while the white bars represent corresponding quantitative RT-PCR results. Significant differences are indicated by *P < 0.05, **P < 0.01 (Student’s t-test). The sample names are the same as those in Table 2.

## Conclusions

Our microarray analysis revealed that temperature strongly influences global gene expression, indicating that plants may fine-tune their expression profiles in adaptive responses to temperature changes that optimize their growth and reproduction processes. Numerous genes involved in pollen development, particularly genes required for cell wall biosynthesis, were repressed in TGMS-Co27 plants at high temperature. We also identified a cluster of temperature-inducible genes (designated cluster 15 here) that appear to be vital for sterility transition. Many enriched genes of this cluster are associated with the meiosis stage, indicating that low temperature may be a common regulator of fertility alterations in PGMS/TGMS rice lines. In combination with previous findings, our results also indicate that RS-containing zinc finger proteins, PTBs, DEAD/DEAH box RNA helicases, ZOS, polyadenylate-binding proteins, and some other RRM-containing proteins play key post-transcriptional roles in the male sterility of TGMS-Co27 plants, while eIF5B, several ribosomal proteins (L37, L1p/L10e, L27 and L24), ARSs, eEF-Tu and a peptide chain release factor protein play important translational roles. However, further studies are needed to verify the functions of these candidate genes and improve our understanding of TGMS mechanisms.

### Availability of supporting data

The complete microarray data sets supporting the results presented herein have been deposited in the NCBI’s Gene Expression Omnibus [92] and are accessible using GEO Series accession number GSE56779.

## Electronic supplementary material

Additional file 1: **Primers used in all PCR experiments.**

Additional file 2: Figure S1: RNA gel blot analysis of *Ugp1* transcript levels in meiosis-stage florets. The RNA gel blot was hybridized with corresponding *Ugp1* probes. Arrowheads indicate: (1) the unprocessed longer-than-full-length transcript; (2) endogenous *Ugp1* mRNA; (3) silencing-related RNA degradation intermediates. Loading of equal amounts of RNA was confirmed by ethidium bromide staining. H1493 refers to a mixture (in equal proportions) of total RNAs from H1493 plants grown at high temperature and low temperature. Co27HT and Co27LT refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively. **Figure S2.** GO slimes of functional categorization of DEGs related to stress responses. The abscissa represents the number of corresponding genes in clusters 10 and 15 (genes down-regulated and up-regulated by different environmental conditions). **Figure S3.** Heatmap of the expression of TGMS-related genes in the four sample types. H1493HT and H1493LT refer to H1493 plants grown at high temperature and low temperature, respectively. Co27HT and Co27LT refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively. **Figure S4.** Semi-quantitative RT-PCR analysis of the expression and splicing patterns of selected serine/arginine-rich (*SR*) genes. The names of the genes are shown on the left of each panel. An equal quantity of template in each reaction was verified by amplifying a constitutively expressed actin. **Table S1.** Pollen development-related genes that were repressed in TGMS-Co27 plants at high temperature. HH and HL refer to H1493 plants grown at high temperature and low temperature, respectively, while Co27H and Co27L refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively. Significant changes (p-value < 0.05; fold change ≥ 2) are indicated by boldface.

Additional file 3: **All differentially expressed genes, shown in Figure** 2 **C, detected by microarray analyses.**

Additional file 4: **Gene ontology (GO) categories and enrichment of the up-regulated and down-regulated DEGs between TGMS-Co27 and H1493 plants grown at high temperature (Co27HT vs. H1493HT).**

Additional file 5: **Pollen development-related genes.** This file lists pollen development-related DEGs and their gene ontology (GO) categories.

Additional file 6: **Results of series-cluster analysis of DEGs between TGMS-Co27 plants grown at high temperature and at low temperature, showing the genes in all 25 clusters.** The profile number indicates the cluster number.

Additional file 7: **Gene ontology (GO) categories and enrichment of the DEGs included in the six main clusters shown in Figure** 4 **.**

Additional file 8: **Details of the 156 DEGs, including GO categories and cluster numbers, apparently involved in the TGMS of TGMS-Co27.**

Additional file 9: **Details of the co-expression network of the 156 TGMS-related genes, showing attributes of all 156 genes, including their degrees and “k core-scores”.** Fifty-eight with k core-scores exceeding 20 are considered to be key regulators of male sterility in TGMS-Co27. Profiles of these 58 genes were analyzed and the key regulators were classed into two groups by their working level.

## Abbreviations

TGMS: Thermosensitive genic male sterile
PGMS: Photoperiod sensitive genic male sterile
CMS: Cytoplasmic male sterile
DEGs: Differentially expressed genes
qRT-PCR: Quantitative RT-PCR
H1493HT: H1493 plants grown at high temperature
Co27HT: TGMS-Co27 plants grown at high temperature
H1493LT: H1493 plants grown at low temperature
Co27LT: TGMS-Co27 plants grown at low temperature
PCA: Principal component analysis
HCL: Hierarchical clustering
FC: Fold change
GO: Gene ontology
JA: Jasmonic acid
MMC: Microspore mother cell.

## References

[1] Chase CD, Ribarits A, Heberle-Bors E, Pua EC, Davey MR (2010). Male sterility. Plant Developmental Biology - Biotechnological Perspectives.

[2] Perez-Prat E, van Lookeren Campagne MM (2002). Hybrid seed production and the challenge of propagating male-sterile plants. Trends Plant Sci.

[3] Irish VF (2010). The flowering of Arabidopsis flower development. Plant J.

[4] Honys D, Twell D (2003). Comparative analysis of the Arabidopsis pollen transcriptome. Plant Physiol.

[5] Hennig L, Gruissem W, Grossniklaus U, Köhler C (2004). Transcriptional programs of early reproductive stages in Arabidopsis. Plant Physiol.

[6] Pina C, Pinto F, Feijó JA, Becker JD (2005). Gene family analysis of the Arabidopsis pollen transcriptome reveals biological implications for cell growth, division control, and gene expression regulation. Plant Physiol.

[7] Wijeratne AJ, Zhang W, Sun Y, Liu W, Albert R, Zheng Z, Oppenheimer DG, Zhao D, Ma H (2007). Differential gene expression in Arabidopsis wild-type and mutant anthers: insights into anther cell differentiation and regulatory networks. Plant J.

[8] Zheng B, Wu X, Ge X, Deng X, Grosser JW, Guo W (2012). Comparative transcript profiling of a male sterile cybrid pummelo and its fertile type revealed altered gene expression related to flower development. PLoS One.

[9] Scott RJ, Spielman M, Dickinson HG (2004). Stamen structure and function. Plant Cell.

[10] Xu X, Jeffrey SR (1998). Efficiency and technical progress in traditional and modern agriculture: evidence from rice production in China. Agric Econ.

[11] Virmani S (1994). Prospects of hybrid rice in the tropics and subtropics. Hybrid rice technology: new developments and future prospects Manila (Philippines): International Rice Research Institute p.

[12] Li J, Yuan L (2010). Hybrid rice: genetics, breeding, and seed production. Plant Breeding Reviews.

[13] Yuan L (1990). Progress of two-line system hybrid rice breeding. Sci Agric Sin.

[14] Chen R, Pan Y, Wang Y, Zhu L, He G (2009). Temperature-sensitive splicing is an important molecular regulation mechanism of thermosensitive genic male sterility in rice. Chin Sci Bull.

[15] Li J, Xin Y, Yuan L (2009). Hybrid rice technology development: ensuring China's food security. International Food Policy Research Institute (IFPRI).

[16] Wang B, Xu W, Wang J, Wu W, Zheng H, Yang Z, Ray JD, Nguyen HT (1995). Tagging and mapping the thermo-sensitive genic male-sterile gene in rice (*Oryza sativa* L.) with molecular markers. Theor Appl Genet.

[17] Yamaguchill Y, Ikedazl R, Hirasawazl H, Minamin M, Ujiharall A (1997). Linkage analysis of thermosensitive genic male sterility gene, tms-2 in rice (*Oryza sativa* L.). Breeding Sci.

[18] Subudhi PK, Borkakati RP, Virmani SS, Huang N (1997). Molecular mapping of a thermosensitive genetic male sterility gene in rice using bulked segregant analysis. Genome.

[19] Dong NV, Subudhi PK, Luong PN, Quang VD, Quy TD, Zheng H, Wang B, Nguyen HT (2000). Molecular mapping of a rice gene conditioning thermosensitive genic male sterility using AFLP, RFLP and SSR techniques. Theor Appl Genet.

[20] Wang Y, Xing Q, Deng Q, Liang F, Yuan L, Weng M, Wang B (2003). Fine mapping of the rice thermo-sensitive genic male-sterile gene tms5. Theor Appl Genet.

[21] Lee D, Chen L, Suh H (2005). Genetic characterization and fine mapping of a novel thermo-sensitive genic male-sterile gene tms6 in rice (*Oryza sativa* L.). Theor Appl Genet.

[22] Jia J, Zhang D, Li C, Qu X, Wang S, Chamarerk V, Nguyen HT, Wang B (2001). Molecular mapping of the reverse thermo-sensitive genic male-sterile gene (rtms1) in rice. Theor Appl Genet.

[23] Sheng Z, Wei X, Shao G, Chen M, Song J, Tang S, Luo J, Hu Y, Hu P, Chen L (2013). Genetic analysis and fine mapping of tms9, a novel thermosensitive genic male-sterile gene in rice (*Oryza sativa* L.). Plant Breed.

[24] Liu N, Shan Y, Wang F, Xu C, Peng K, Li X, Zhang Q (2001). Identification of an 85-kb DNA fragment containing pms1, a locus for photoperiod-sensitive genic male sterility in rice. Mol Genet Genomics.

[25] Zhang Q, Shen B, Dai X, Mei M, Saghai Maroof MA, Li Z (1994). Using bulked extremes and recessive class to map genes for photoperiod-sensitive genic male sterility in rice. Proc Natl Acad Sci U S A.

[26] Lu Q, Li X, Guo D, Xu C, Zhang Q (2005). Localization of pms3, a gene for photoperiod-sensitive genic male sterility, to a 28.4-kb DNA fragment. Mol Genet Genomics.

[27] Xu J, Wang B, Wu Y, Du P, Wang J, Wang M, Yi C, Gu M, Liang G (2011). Fine mapping and candidate gene analysis of ptgms2-1, the photoperiod-thermo-sensitive genic male sterile gene in rice (*Oryza sativa* L.). Theor Appl Genet.

[28] Zhou Y, Zhang X, Xue Q (2011). Fine mapping and candidate gene prediction of the photoperiod and thermo-sensitive genic male sterile gene pms1(t) in rice. J Zhejiang Univ Sci B.

[29] Peng H, Zhang Z, Wu B, Chen X, Zhang G, Zhang Z, Wan B, Lu Y (2008). Molecular mapping of two reverse photoperiod-sensitive genic male sterility genes (rpms1 and rpms2) in rice (*Oryza sativa* L.). Theor Appl Genet.

[30] Ding J, Lu Q, Ouyang Y, Mao H, Zhang P, Yao J, Xu C, Li X, Xiao J, Zhang Q (2012). A long noncoding RNA regulates photoperiod-sensitive male sterility, an essential component of hybrid rice. Proc Natl Acad Sci U S A.

[31] Zhou H, Liu Q, Li J, Jiang D, Zhou L, Wu P, Lu S, Li F, Zhu L, Liu Z, Chen L, Liu Y, Zhuang C (2012). Photoperiod- and thermo-sensitive genic male sterility in rice are caused by a point mutation in a novel noncoding RNA that produces a small RNA. Cell Res.

[32] Zhang H, Xu C, He Y, Zong J, Yang X, Si H, Sun Z, Hu J, Liang W, Zhang D (2013). Mutation in CSA creates a new photoperiod-sensitive genic male sterile line applicable for hybrid rice seed production. Proc Natl Acad Sci U S A.

[33] Zhou H, Zhou M, Yang Y, Li J, Zhu L, Jiang D, Dong J, Liu Q, Gu L, Zhou L, Feng M, Qin P, Hu X, Song C, Shi J, Song X, Ni E, Wu X, Deng Q, Liu Z, Chen M, Liu Y, Cao X, Zhuang C (2014). RNase Z^S1^ processes *Ub*_*L40*_ mRNAs and controls thermosensitive genic male sterility in rice. Nat Commun.

[34] Chen R, Zhao X, Shao Z, Wei Z, Wang Y, Zhu L, Zhao J, Sun M, He R, He G (2007). Rice UDP-glucose pyrophosphorylase1 is essential for pollen callose deposition and its cosuppression results in a new type of thermosensitive genic male sterility. Plant Cell.

[35] Feng J, Lu Y, Liu X, Xu X (2001). Pollen development and its stages in rice (*Oryza sativa* L.). Zhongguo shuidao kexue.

[36] Itoh J-I, Nonomura K-I, Ikeda K, Yamaki S, Inukai Y, Yamagishi H, Kitano H, Nagato Y (2005). Rice plant development: from zygote to spikelet. Plant Cell Physiol.

[37] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol.

[38] Alexa A, Rahnenführer J, Lengauer T (2006). Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. Bioinformatics.

[39] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT–PCR. Nucleic Acids Res.

[40] Prieto C, Risueño A, Fontanillo C, De Las Rivas J (2008). Human gene coexpression landscape: confident network derived from tissue transcriptomic profiles. PLoS One.

[41] Barabasi A-L, Oltvai ZN (2004). Network biology: understanding the cell's functional organization. Nat Rev Genet.

[42] Ravasz E, Somera AL, Mongru DA, Oltvai ZN, Barabási A-L (2002). Hierarchical organization of modularity in metabolic networks. Science.

[43] Chen F, Zhu H, Zhou L, Li J, Zhao L, Wu S, Wang J, Liu W, Chen Z (2010). Genes related to the very early stage of ConA-induced fulminant hepatitis: a gene-chip-based study in a mouse model. BMC Genomics.

[44] Yun K-Y, Park MR, Mohanty B, Herath V, Xu F, Mauleon R, Wijaya E, Bajic VB, Bruskiewich R, de los Reyes BG (2010). Transcriptional regulatory network triggered by oxidative signals configures the early response mechanisms of japonica rice to chilling stress. BMC Plant Biol.

[45] Zhang T, Zhao X, Wang W, Pan Y, Huang L, Liu X, Zong Y, Zhu L, Yang D, Fu B (2012). Comparative transcriptome profiling of chilling stress responsiveness in two contrasting rice genotypes. PLoS One.

[46] Liechti R, Farmer EE (2002). The jasmonate pathway. Science.

[47] Feys BJ, Benedetti CE, Penfold CN, Turner JG (1994). Arabidopsis mutants selected for resistance to the phytotoxin coronatine are male sterile, insensitive to methyl jasmonate, and resistant to a bacterial pathogen. Plant Cell.

[48] Ishiguro S, Kawai-Oda A, Ueda J, Nishida I, Okada K (2001). The DEFECTIVE IN ANTHER DEHISCENCE1 gene encodes a novel phospholipase A1 catalyzing the initial step of jasmonic acid biosynthesis, which synchronizes pollen maturation, anther dehiscence, and flower opening in Arabidopsis. Plant Cell.

[49] Stone BA, Clarke AE (1992). Chemistry and Biology of 1,3-β-Glucans.

[50] McCormick S (1993). Male gametophyte development. Plant Cell.

[51] Wang W, Liu Z, Guo Z, Song G, Cheng Q, Jiang D, Zhu Y, Yang D (2011). Comparative transcriptomes profiling of photoperiod-sensitive male sterile rice Nongken 58S during the male sterility transition between short-day and long-day. BMC Genomics.

[52] Renaut J, Hausman J-F, Bassett C, Artlip T, Cauchie H-M, Witters E, Wisniewski M (2008). Quantitative proteomic analysis of short photoperiod and low-temperature responses in bark tissues of peach (Prunus persica L. Batsch). Tree Genetics & Genomes.

[53] Jaglo-Ottosen KR, Gilmour SJ, Zarka DG, Schabenberger O, Thomashow MF (1998). Arabidopsis CBF1 overexpression Induces COR genes and enhances freezing tolerance. Science.

[54] Wang Q, Guan Y, Wu Y, Chen H, Chen F, Chu C (2008). Overexpression of a rice *OsDREB1F* gene increases salt, drought, and low temperature tolerance in both *Arabidopsis* and rice. Plant Mol Biol.

[55] Kaul ML (1988). Male Sterility in Higher Plants.

[56] Xiao G, Yuan L (1997). Effects of water temperature on male sterility of the thermo-sensitive genic male sterile (TGMS) rice lines under the simulated low air temperature conditions appeared occasionally in high summer. Chinese J Rice Sci.

[57] Zeng H, Zhang Z, Yuan S, Li Y, Zhang D (1993). Studies on the thermo-sensitive period of fertility alteration in photoperiod-sensitive genic male sterile rice. J Huazhong U.

[58] Brunner M, Schafmeier T (2006). Transcriptional and post-transcriptional regulation of the circadian clock of *cyanobacteria* and *Neurospora*. Genes Dev.

[59] Diernfellner AC, Schafmeier T, Merrow MW, Brunner M (2005). Molecular mechanism of temperature sensing by the circadian clock of *Neurospora crassa*. Genes Dev.

[60] Huang Y, McNeil GP, Jackson FR (2014). Translational regulation of the DOUBLETIME/CKIδ/ϵ kinase by LARK contributes to circadian period modulation. PLoS Genet.

[61] Stuart JM, Segal E, Koller D, Kim SK (2003). A gene-coexpression network for global discovery of conserved genetic modules. Science.

[62] Floris M, Mahgoub H, Lanet E, Robaglia C, Menand B (2009). Post-transcriptional regulation of gene expression in plants during abiotic stress. Int J Mol Sci.

[63] Lareau LF, Green RE, Bhatnagar RS, Brenner SE (2004). The evolving roles of alternative splicing. Curr Opin Struct Biol.

[64] Stamm S, Ben-Ari S, Rafalska I, Tang Y, Zhang Z, Toiber D, Thanaraj TA, Soreq H (2005). Function of alternative splicing. Gene.

[65] Wahl MC, Will CL, Lührmann R (2009). The spliceosome: design principles of a dynamic RNP machine. Cell.

[66] Valadkhan S, Jaladat Y (2010). The spliceosomal proteome: at the heart of the largest cellular ribonucleoprotein machine. Proteomics.

[67] Lorković ZJ, Wieczorek Kirk DA, Lambermon MHL, Filipowicz W (2000). Pre-mRNA splicing in higher plants. Trends Plant Sci.

[68] Zhang P, Deng H, Xiao F, Liu Y (2013). Alterations of alternative splicing patterns of Ser/Arg-rich (SR) genes in response to hormones and stresses treatments in different ecotypes of rice (*Oryza sativa*). J Integr Agric.

[69] Isshiki M, Tsumoto A, Shimamoto K (2006). The serine/arginine-rich protein family in rice plays important roles in constitutive and alternative splicing of pre-mRNA. Plant Cell.

[70] Valcárcel J, Green MR (1996). The SR protein family: pleiotropic functions in pre-mRNA splicing. Trends Biochem Sci.

[71] Wang S, Okamoto T (2009). Involvement of polypyrimidine tract-binding protein (PTB)-related proteins in pollen germination in Arabidopsis. Plant Cell Physiol.

[72] Stauffer E, Westermann A, Wagner G, Wachter A (2010). Polypyrimidine tract-binding protein homologues from Arabidopsis underlie regulatory circuits based on alternative splicing and downstream control. Plant J.

[73] Palusa SG, Ali GS, Reddy ASN (2007). Alternative splicing of pre-mRNAs of Arabidopsis serine/arginine-rich proteins: regulation by hormones and stresses. Plant J.

[74] Western TL, Cheng Y, Liu J, Chen X (2002). HUA ENHANCER2, a putative DExH-box RNA helicase, maintains homeotic B and C gene expression in Arabidopsis. Development.

[75] Lange H, Sement FM, Gagliardi D (2011). MTR4, a putative RNA helicase and exosome co-factor, is required for proper rRNA biogenesis and development in Arabidopsis thaliana. Plant J.

[76] Fuller-Pace FV (2006). DExD/H box RNA helicases: multifunctional proteins with important roles in transcriptional regulation. Nucleic Acids Res.

[77] Agarwal P, Arora R, Ray S, Singh A, Singh V, Takatsuji H, Kapoor S, Tyagi A (2007). Genome-wide identification of C2H2 zinc-finger gene family in rice and their phylogeny and expression analysis. Plant Mol Biol.

[78] Sharma R, Agarwal P, Ray S, Deveshwar P, Sharma P, Sharma N, Nijhawan A, Jain M, Singh A, Singh V, Khurana J, Tyagi A, Kapoor S (2012). Expression dynamics of metabolic and regulatory components across stages of panicle and seed development in indica rice. Funct Integr Genomics.

[79] Xiao H, Tang J, Li Y, Wang W, Li X, Jin L, Xie R, Luo H, Zhao X, Meng Z, He G, Zhu L (2009). *STAMENLESS 1*, encoding a single C2H2 zinc finger protein, regulates floral organ identity in rice. Plant J.

[80] Chekanova JA, Shaw RJ, Belostotsky DA (2001). Analysis of an essential requirement for the poly(A) binding protein function using cross-species complementation. Curr Biol.

[81] Mangus DA, Evans MC, Jacobson A (2003). Poly (A)-binding proteins: multifunctional scaffolds for the post-transcriptional control of gene expression. Genome Biol.

[82] Sonenberg N, Hinnebusch AG (2009). Regulation of translation initiation in eukaryotes: mechanisms and biological targets. Cell.

[83] Jackson RJ, Hellen CUT, Pestova TV (2010). The mechanism of eukaryotic translation initiation and principles of its regulation. Nat Rev Mol Cell Biol.

[84] Pestova TV, Lomakin IB, Lee JH, Choi SK, Dever TE, Hellen CUT (2000). The joining of ribosomal subunits in eukaryotes requires eIF5B. Nature.

[85] Kim KY, Park SW, Chung YS, Chung CH, Kim JI, Lee JH (2004). Molecular cloning of low-temperature-inducible ribosomal proteins from soybean. J Exp Bot.

[86] Byrne ME (2009). A role for the ribosome in development. Trends Plant Sci.

[87] Horiguchi G, Van Lijsebettens M, Candela H, Micol JL, Tsukaya H (2012). Ribosomes and translation in plant developmental control. Plant Sci.

[88] Francklyn C, Perona JJ, Puetz J, Hou Y-M (2002). Aminoacyl-tRNA synthetases: versatile players in the changing theater of translation. RNA.

[89] Berg M, Rogers R, Muralla R, Meinke D (2005). Requirement of aminoacyl-tRNA synthetases for gametogenesis and embryo development in Arabidopsis. Plant J.

[90] Defeu Soufo HJ, Reimold C, Linne U, Knust T, Gescher J, Graumann PL (2010). Bacterial translation elongation factor EF-Tu interacts and colocalizes with actin-like MreB protein. Proc Natl Acad Sci U S A.

[91] Buckingham RH, Grentzmann G, Kisselev L (1997). Polypeptide chain release factors. Mol Microbiol.

[92] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

# Supplementary material for: Genes associated with thermosensitive genic male sterility in rice identified by comparative expression profiling
**Source:** BMC Genomics. 2014 Dec 16;15(1):1114. doi: 10.1186/1471-2164-15-1114
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1: RNA gel blot analysis of Ugp1 transcript levels in meiosis-stage florets. The RNA gel blot was hybridized with corresponding Ugp1 probes. Arrowheads indicate: (1) the unprocessed longer-than-full-length transcript; (2) endogenous Ugp1 mRNA; (3) silencing-related RNA degradation intermediates. Loading of equal amounts of RNA was confirmed by ethidium bromide staining. H1493 refers to a mixture (in equal proportions) of total RNAs from H1493 plants grown at high temperature and low temperature. Co27HT and Co27LT refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively. Figure S2. GO slimes of functional categorization of DEGs related to stress responses. The abscissa represents the number of corresponding genes in clusters 10 and 15 (genes down-regulated and up-regulated by different environmental conditions). Figure S3. Heatmap of the expression of TGMS-related genes in the four sample types. H1493HT and H1493LT refer to H1493 plants grown at high temperature and low temperature, respectively. Co27HT and Co27LT refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively. Figure S4. Semi-quantitative RT-PCR analysis of the expression and splicing patterns of selected serine/arginine-rich (SR) genes. The names of the genes are shown on the left of each panel. An equal quantity of template in each reaction was verified by amplifying a constitutively expressed actin. Table S1. Pollen development-related genes that were repressed in TGMS-Co27 plants at high temperature. HH and HL refer to H1493 plants grown at high temperature and low temperature, respectively, while Co27H and Co27L refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively. Significant changes (p-value < 0.05; fold change ≥ 2) are indicated by boldface.

Figure S1

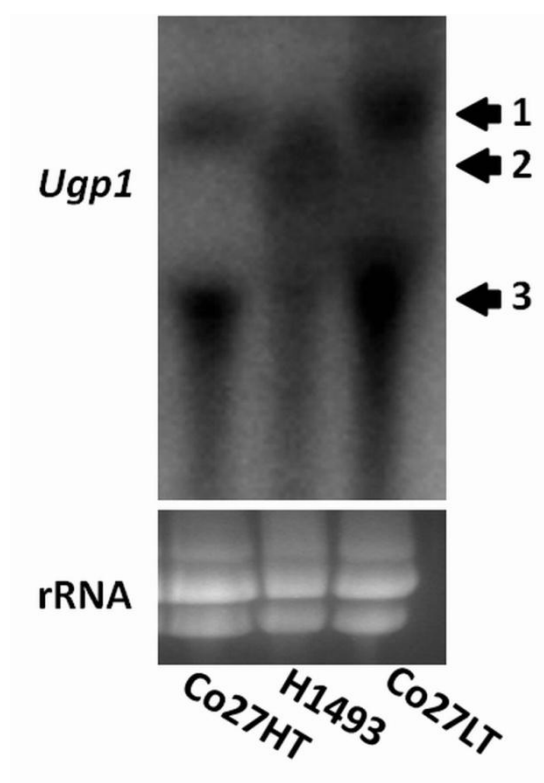

Figure S2

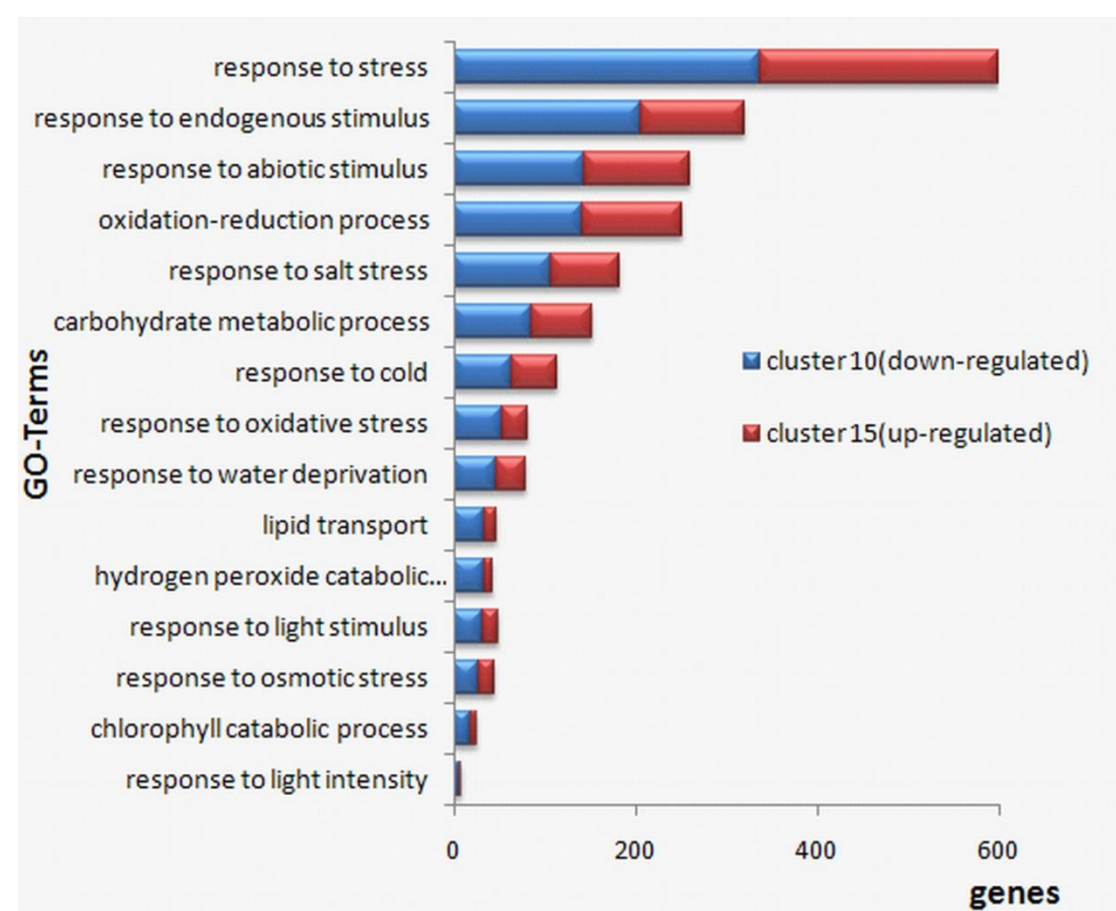

Figure S3

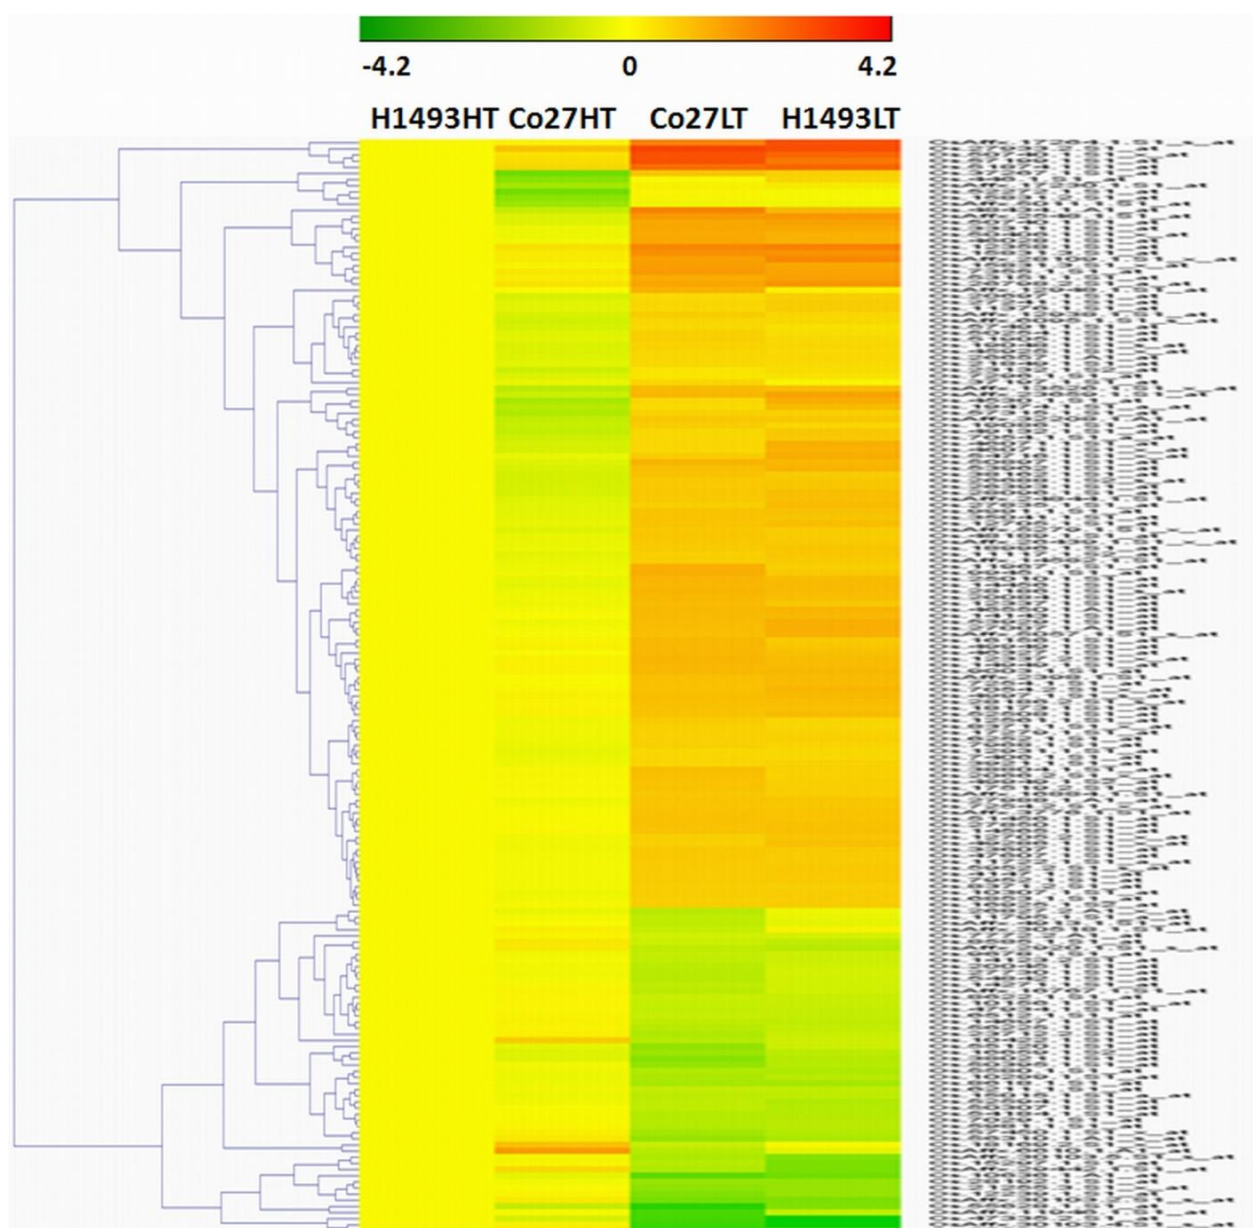

Figure S4

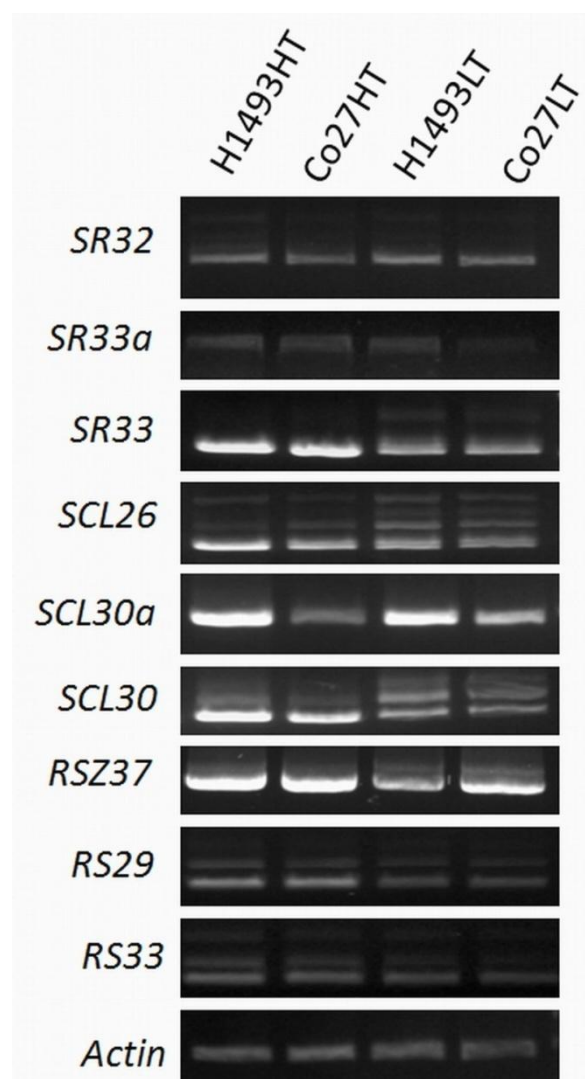

SUPPLEMENTAL FIGURE LEGENDS

Figure S1. RNA gel blot analysis of *Ugp1* transcript levels in meiosis-stage florets.

The RNA gel blot was hybridized with corresponding *Ugp1* probes. Arrowheads indicate: (1) the unprocessed longer-than-full-length transcript; (2) endogenous *Ugp1* mRNA; (3) silencing-related RNA degradation intermediates. Loading of equal amounts of RNA was confirmed by ethidium bromide staining. H1493 refers to a mixture (in equal proportions) of total RNAs from H1493 plants grown at high temperature and low temperature. Co27HT and Co27LT refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively.

Figure S2. GO slimes of functional categorization of DEGs related to stress responses.

The abscissa represents the number of corresponding genes in clusters 10 and 15 (genes down-regulated and up-regulated by different environmental conditions).

Figure S3. Heatmap of the expression of TGMS-related genes in the four sample types.

H1493HT and H1493LT refer to H1493 plants grown at high temperature and low temperature, respectively. Co27HT and Co27LT refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively.

Figure S4. Semi-quantitative RT-PCR analysis of the expression and splicing patterns of selected serine/arginine-rich (*SR*) genes.

The names of the genes are shown on the left of each panel. An equal quantity of template in each reaction was verified by amplifying a constitutively expressed actin.

Table S1. Pollen development-related genes that were repressed in TGMS-Co27 plants at high temperature.

QuerySymbol	probeID	Description	E-Value	SubjectSymbol	logFC_<br>Co27H/<br>HH	logFC_<br>Co27L/<br>HL	logFC_<br>HL/HH
LOC_Os01g03670	Os.20305.1.S<br>1_at	dihydroflavonol-4-reductase,<br>putative, expressed	1.00E-116	AT1G68540.2	**-1.87**	-1.63	-1.39
LOC_Os01g48440	Os.19374.1.S<br>1_at	glycosyltransferase family 43<br>protein, putative, expressed	3.00E-62	AT1G27600.2	**-1.53**	-0.24	**1.46**
LOC_Os02g02560	Os.2370.1.S1<br>_at	UTP--glucose-1-phosphate<br>uridylyltransferase, putative,<br>expressed	0	AT5G17310.2	**-1.39**	-0.42	-0.44
LOC_Os06g08380	OsAffx.27509<br>.1.S2_at	1,3-beta-glucan synthase<br>component domain containing<br>protein, expressed	0	AT2G13680.1	**-2.59**	-1.44	-0.54
LOC_Os07g22850	OsAffx.28544<br>.2.S1_x_at	chalcone and stilbene<br>synthases, putative, expressed	1.00E-156	AT4G34850.1	**-3.4**	0.41	**-4.05**
LOC_Os09g38030	Os.10118.1.S<br>1_at	UTP--glucose-1-phosphate<br>uridylyltransferase, putative,<br>expressed	0	AT5G17310.2	**-2.01**	-0.73	0.21

HH and HL refer to H1493 plants grown at high temperature and low temperature, respectively, while Co27H and Co27L refer to TGMS-Co27 plants grown at high temperature and low temperature, respectively. Significant changes ($p < 0.05$; fold change ≥ 2) are indicated by boldface.

How the deposited data were processed for this re-analysis (not part of the article)

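The authors deposited log2 signals per probe set, made with Affymetrix's GeneChip Operating Software, and detection calls. On every array the linear signals have a 2% trimmed mean between 500.065 and 500.076, and the arrays do not share one distribution, although the methods name quantile normalization. The values were used as deposited. Between 545 and 1971 values per array are 0. The normalized data file and the series value table hold the same values. Of 57381 probe sets, 123 controls were left out and 57258 were tested.

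From these values, group means, differences and p-values were computed in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes, 4 group means, all 12 arrays, constant prior with 0.990 degrees of freedom and variance 0.0645). The threshold for counts is the paper's, a fold change of at least 2 with an unadjusted p under 0.05, and Benjamini-Hochberg adjusted values stand beside it. Where either group compared has a mean log2 signal under 6, near background, the log2 difference is not an exact size. The interaction threshold is an adjusted p under 0.05 with a log2 value of at least 1 in size. The fit was tried on simulated groups, where 1872 of 57058 unchanged probe sets passed the unadjusted threshold, 1837 of them dim, and 5 passed the adjusted one. Bright probe sets simulated with a log2 change of 1, 1.5, 2 and 3 were recovered in 68.0%, 96.4%, 100% and 100% unadjusted and 52.0%, 82.1%, 90.9% and 73.7% adjusted, and all simulated ones, bright and dim, in 26%, 46%, 42% and 42% adjusted.

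Gene names come from the array's annotation, in which 22436 probe sets have 1 gene, 95 several and 34727 none. A further source, the paper's additional files, gives a locus or description for 1530 probe sets, and several of those files were incomplete as received. Of 22 gene lists, 16 had enough measured members for a set test, 5 or more. Members were taken from gene symbols once the annotation was at hand and without regard to their values, and a gene reachable only through the paper's own tables, such as Ugp1, was kept out of the list counts. A gene is represented by its probe set of highest mean signal. Set tests are camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, adjusted over 80 tests. Step profiles, principal components, trees, and a network of pairs with an absolute correlation above 0.99 over 4 group means (cores with igraph 2.1.4) follow the paper's methods where these state them.

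Named genes are those that the paper names in its text, tables and named additional files, whose values in the paper's tables had been seen, up to 10 in each direction per comparison with the largest fold change among probe sets with an adjusted p under 0.05, a mean log2 signal of at least 6, groups that do not overlap and exactly 1 described gene, and up to 4 members of each fixed list with the largest fold change among those with an adjusted p under 0.05. For the interaction, the groups that must not overlap are those of either line between temperatures, which was decided after the data were at hand. The choices, the lists and the alternatives were made before the data were examined, except a filter on probe sets called present on at least 1 array and the source of list members, which were chosen after. The alternatives were adjusted p, a mean log2 signal of at least 6, quantile normalization, median centring, a floor at a log2 signal of 5, only the 6 arrays compared, limma-trend with robust moderation, the replicate number as a block, each array left out in turn, and no probe sets ending in _x_at or _s_at. GO enrichment, the qRT-PCR, blots and microscopy were not analysed here.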

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

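The tests of the noise of dim signals by the sign at low temperature, of the signal level of the 156 genes, and of both explanations for the reporter were chosen only after the result was seen.

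The temperature response differed between the lines, by the interaction test, for 338 probe sets, with 226 interactions above 0 and 112 below. With median centring these were 188 and 45, with unadjusted p 1278 and 1548, with the replicate number as a block 177 in all, and without replicate 2 or 3 of H1493LT 225 and 222 in all. Of 100 assignments of line within temperature, 1, the real one, gave as many, and the highest other gave 121 and the median 2, which argues against chance. The 6 arrays of each pair of groups split in only 10 ways, and 1 of 10, the real split, gave as many probe sets past the threshold in each comparison: the highest other split gave 2157 against 2581 for Co27HT and H1493HT, 1969 against 2287 for Co27LT and H1493LT, 2104 against 10415 for Co27LT and Co27HT, and 2119 against 8637 for H1493LT and H1493HT. With 10 splits the share cannot fall under 0.1. Comparisons without a common array shared, past the adjusted threshold, 2175 higher and 2367 lower probe sets between temperatures, where independent lists would share 215.7 and 260.6, and 41 higher and 13 lower between lines, where 0.660 and 0.576 would be shared.

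Among the named genes past this threshold, JAZ13 had the largest interaction, 4.18 on the log2 scale. This test of the difference between groups compares responses to low temperature and not levels of the lines. Interactions above 0 were also found for the dim chalcone synthase gene LOC_Os07g22850 (3.81), LOC_Os01g72360 (3.28), the AP2 domain gene LOC_Os08g36920 (3.20), BC1L9 (2.62), the glycosyl hydrolase gene LOC_Os04g51460 (2.39), TPP7 (2.29), DREB1B (2.20), LOC_Os03g07590 (1.88), MYB4 (1.83), MADS14 (1.79), WRKY71 (1.76), the glucosidase gene BGLU30 (1.66), CML15 (1.56), CPK21 (1.49), the methyltransferase gene LOC_Os05g01140 (1.42), CAB2R (1.37), Ugp1 (1.29) and LHY (1.15). Interactions below 0 were found for GI (-1.06), the oxidoreductase gene LOC_Os07g34570 (-1.27), APR1-like (-1.27), LOC_Os03g15920 (-1.28), the galactosyltransferase gene LOC_Os05g35266 (-1.30), the peroxidase gene LOC_Os08g20730 (-1.39), the lipoxygenase gene LOX1.1 (-1.43), LOC_Os08g41880 (-1.49), LOC_Os02g15860 (-1.56), LTPL45 (-1.68), the isoflavone reductase gene LOC_Os01g01660 (-1.95) and NAS3 (-2.51). The value of MADS14 comes from 1 probe set, and a brighter probe set of this gene did not pass. No explanation of these interactions was tested. With median centring, the interactions of CPK21, LOC_Os05g35266, APR1-like, LOC_Os03g15920, GI and LOX1.1 were no longer past the threshold.

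Gene lists that responded differently in the lines, by camera, were ribosomal proteins by symbol (adjusted p = 2.85e-06), jasmonate signalling (1.23e-05), cold response (0.000835), tapetum and pollen wall (0.00448), cyclins (0.0104), histones (0.0132), floral organ identity (0.0252) and UDP-glucose, sucrose and callose (0.0477). The list of UDP-glucose, sucrose and callose was tested on 5 of its 9 members. UGP1, UGP2, GSL5 and MST8 could not be matched. Its median interaction was -0.30 on the log2 scale, so it does not stand for Ugp1, which had 1.29. With an estimated correlation only jasmonate signalling passed, at 0.011.

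A pair of reporter probe sets was higher in TGMS-Co27 at both temperatures, out of 64, in data that the paper does not discuss: RPTR-Os-K01193-1_at by 11.60 at high and 6.08 at low temperature on the log2 scale, and RPTR-Os-A00196-1_s_at by 6.64 and 6.43. In H1493LT, RPTR-Os-K01193-1_at was 5.74 above H1493HT. Its signal in H1493HT and that of RPTR-Os-A00196-1_s_at in both H1493 groups were dim (2.53, 2.34 and 3.49), so the differences taken from them, 11.60, 6.64, 6.43 and 5.74, are not exact sizes. The share that RNA of TGMS-Co27 in the H1493LT samples would need is 1.49% of the signal in Co27LT. Of 10 other probe sets high in TGMS-Co27, 10% lie far under the level that this share would bring (more than 1 log2 unit) on all 3 H1493LT arrays, but most of the 10 already lay above that level in H1493HT, so the test does not decide and this explanation stays open. A higher background of the H1493LT arrays is argued against by the other 62 reporters, whose median difference was -0.24. TGMS-Co27 is a transgenic line, and whether these reporter probe sets match its construct could not be settled. A biological difference in the plants was not tested.

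Most probe sets past the unadjusted threshold between the lines at high temperature were dim. Of the 2258 dim ones, 51.6% had the same sign at low temperature, against 72.8% of the bright ones. Other splits of the same 6 arrays gave a median of 2007 dim probe sets, the highest 2112, against 43 and 58 bright ones where the real split gave 323. Both tests are in line with noise of dim signals as the source of most dim calls. Real differences of line in a part of them stay open.

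Many pairs of the 156 genes passed a correlation of 0.99: 1837, where 100 random sets of as many genes gave 843 to 1543, with a median of 1074.5. The share of linked pairs with residuals of the same sign was 64.1%, where the random sets gave 50.3% to 63.2%, with a median of 55.4%. The random sets are dimmer, with a median signal of 6.81 against 8.72, so these bounds, set before, were wrong for either explanation, and whether selection for a temperature difference or functional linkage raises the number cannot be told apart by them. Sets matched on signal gave 1288 to 2111 pairs, with a median of 1729.5, and 52.9% to 69.3%, with a median of 59.2%, and both values lie inside, which is in line with the signal level of the 156 genes as the source.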

How the results depend on the processing

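The present filter was chosen only after the result was seen. Of 835 values of named genes, 397 had an adjusted p under 0.05 (limma), and only these were checked for a reversed sign. None of them, 0, reversed under any setting. Settings that change only the test or the probe sets tested leave the log2 differences as they were, so no sign could turn there. With only the 6 arrays compared, 70 of the values called before were no longer past the threshold. This setting has 668 values, among them values that were not called before. With adjusted p the counts were 376 for Co27HT and H1493HT, 401 for Co27LT and H1493LT, 4 and 3 of the 178 TGMS-related probe sets between lines at high and low temperature, and 404, 203 and 322 in clusters 11, 14 and 18, and with unadjusted p the interaction was 2826. With a mean log2 signal of at least 6 the 4 comparisons gave 334, 417, 6136 and 5034, the interaction 515, the 178 at high temperature 4, the agreement of the lines 0.900, clusters 7, 10, 11, 14 and 18 195, 2310, 103, 122 and 57, and the first component 75.8%. Median centring gave 34 lower of the 178 and 1 lower in Table 2. A floor at log2 5 gave 471, 486, an interaction of 514, 3 and 3 of the 178 at high and low temperature and an agreement of 0.867. Only the 6 arrays compared gave 7 of the 178 at high temperature, limma-trend an interaction of 587, and no _x_at or _s_at probe sets 3 of the 178 at low temperature and 1 lower in Table 2. The filter on present calls gave 981, 932, an interaction of 515 and an agreement of 0.742. Camera with an estimated correlation gave 11 of 80 set tests under 0.05 and fry 62, against 39. All 12 arrays gave 109 pairs and 0 genes with a core score above 20, and residuals 0 and 0. The replicate number as a block gave an interaction of 177, and 0 of 18 pairs of arrays sharing a number had residuals correlated above 0.1, and 2 of 12 arrays correlated best with their own number. Without single replicates the interaction lay between 222 and 372, Table 2 lower between 1 and 2, the agreement between 0.459 and 0.478 and the first component between 24.5% and 25.4%, and other counts outside the gene lists stayed within 1.5 times, while 3 to 10 of 190 list counts moved further. Filters leave fewer probe sets and drop dim ones, and how far each explains the smaller counts was not tested. The cause of the other changes was not tested either. Quantile normalization and the series value table moved no count outside the lists past 1.5 times, and 3 and 0 list counts, and median centring 16. Signals near background limit all dim probe sets.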

Differences from the paper's values

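For differentially expressed genes, the paper gives 1054 for Co27HT vs. H1493HT and 1017 for Co27LT vs. H1493LT, and the annotation used here gives 545 and 605 at the same threshold. With adjusted p, planned before the data were examined, these are 151 and 235 and differ too. The numbers of probe sets do not differ.

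For the p of the TGMS-related genes in cluster 15, the paper gives 0.012 without naming a test, and Fisher's exact test (2-sided) gives 1.34e-12. With adjusted p it is 2.98e-08 and with a mean log2 signal of at least 6 it is 1.31e-05, and both differ.

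For Table 1 genes down, the paper gives 3 for translational elongation and the count here is 1, or 0 with adjusted p, which differs too. In Additional file 8, 3 loci carry that term.

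The paper describes separate lines in its tree. In trees over all probe sets cut into 4 branches, H1493LT and Co27LT shared a branch, while Co27HT took 2. Cuts into more branches were not made, so whether the lines separate below this cut was not examined. With a mean log2 signal of at least 6 the lines were separate at 4 branches. A probe set of Table 2 printed under LOC_Os04g20220 is under LOC_Os05g19630 in Additional file 8.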

Other observations

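Single genes of small RNA silencing differed between temperatures in both lines. The Dicer-like gene DCL2A was higher at low temperature by 1.77 (standard error 0.11, adjusted p = 3.3e-06) in TGMS-Co27 and 1.32 (standard error 0.11, adjusted p = 2.2e-05) in H1493 on the log2 scale, and DCL4 by 1.38 (adjusted p = 1.7e-05) and 1.12 (adjusted p = 7.2e-05). SHL2, an RNA-dependent RNA polymerase gene, had -1.42 (adjusted p = 1.0e-05) and -1.32 (adjusted p = 2.0e-05), and AGO3 had -1.76 (adjusted p = 0.00017) and -0.98 (adjusted p = 0.0067). Of 17 measured genes, 2 were higher and 2 lower in TGMS-Co27 and 2 higher and 1 lower in H1493, as also when adjusted over the list alone (camera adjusted p = 0.456 and 0.368). Between the lines none differed at high temperature, and 1, AGO3, was lower in TGMS-Co27 at low temperature, at -1.21 (adjusted p = 0.024), as also when adjusted over the list alone (camera adjusted p = 0.854 and 0.753).

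Of 7 photosynthesis genes, 1, CAB2R, was lower in Co27HT than in H1493HT, at -1.92 (standard error 0.12, adjusted p = 0.0002), as also when adjusted over the list alone (camera adjusted p = 0.00333, and adjusted p = 0.0574 with an estimated correlation). Of 14 genes of floral organ identity, MADS13 and MADS3 were lower in Co27LT than in Co27HT, at -1.26 (adjusted p = 2.5e-05) and -1.09 (adjusted p = 0.00022), as also when adjusted over the list alone (camera adjusted p = 0.0100, and adjusted p = 0.129 with an estimated correlation). The median of this list was -0.15 as deposited and 0.13 with median centring. Of 12 genes of the tapetum and pollen wall, 4 were lower in Co27LT than in Co27HT, 5 when adjusted over the list alone (camera adjusted p = 0.00109, and 0.0344 with an estimated correlation), and 2 were lower in Co27LT than in H1493LT (0.000302, and 0.0227).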
